# Coconut genome assembly enables evolutionary analysis of palms and highlights signaling pathways involved in salt tolerance

**DOI:** 10.1038/s42003-020-01593-x

**Published:** 2021-01-22

**Authors:** Yaodong Yang, Stéphanie Bocs, Haikuo Fan, Alix Armero, Luc Baudouin, Pengwei Xu, Junyang Xu, Dominique This, Chantal Hamelin, Amjad Iqbal, Rashad Qadri, Lixia Zhou, Jing Li, Yi Wu, Zilong Ma, Auguste Emmanuel Issali, Ronan Rivallan, Na Liu, Wei Xia, Ming Peng, Yong Xiao

**Keywords:** Plant signalling, DNA transposable elements, Evolutionary genetics, Plant evolution, Molecular evolution

## Abstract

Coconut (*Cocos nucifera*) is the emblematic palm of tropical coastal areas all around the globe. It provides vital resources to millions of farmers. In an effort to better understand its evolutionary history and to develop genomic tools for its improvement, a sequence draft was recently released. Here, we present a dense linkage map (8402 SNPs) aiming to assemble the large genome of coconut (2.42 Gbp, 2n = 32) into 16 pseudomolecules. As a result, 47% of the sequences (representing 77% of the genes) were assigned to 16 linkage groups and ordered. We observed segregation distortion in chromosome Cn15, which is a signature of strong selection among pollen grains, favouring the maternal allele. Comparing our results with the genome of the oil palm *Elaeis guineensis* allowed us to identify major events in the evolutionary history of palms. We find that coconut underwent a massive transposable element invasion in the last million years, which could be related to the fluctuations of sea level during the glaciations at Pleistocene that would have triggered a population bottleneck. Finally, to better understand the facultative halophyte trait of coconut, we conducted an RNA-seq experiment on leaves to identify key players of signaling pathways involved in salt stress response. Altogether, our findings represent a valuable resource for the coconut breeding community.

## Abstract (web summary)

Yaodong Yang et al. report a chromosome-scale genome assembly of the coconut and transcriptome analysis of coconut leaves. Their analysis reveals important steps along the evolutionary trajectory of palms and identifies genes that may play a key role in tolerance to salt stress.

## Introduction

Coconut (*Cocos nucifera* L.) is a continuously fruiting evergreen perennial tropical monocotyledon, adapted to humid and sub-humid coastal environments. Because of its importance in sustaining the life of coconut growers and its various economic uses, coconut is often regarded as a “tree of life”. It is grown in more than 92 countries, covers 12.2 million ha of plantation area, of which 85% is found in the Asia-Pacific region. Global coconut oil production was 3.1 million tons in 2014 (the last available figure in FAOSTAT). Coconut belongs to the palm family (Arecaceae) and is the only species of the genus *Cocos*. The oldest known *Cocos* fossils date from the Paleocene period (around 56–66 million years ago) and were found in India^1,2^, and in the Eocene in Australia. The coconut lineage appears thus to be notably older than the 23.9–44.4 Mya range proposed by Meerow^3^ for the divergence from *Attalea* while Xiao et al.^4^ find a broad 25.4–83.3 Mya range for the divergence with *Elaeis*. Most coconuts are cross-pollinating and fast-growing (talls). Self-pollinating coconuts (dwarfs), which grow more slowly, appeared in South-East Asia and appear to be the result of a domestication process^5^.

Coconut is naturally adapted to the coastal environment and, as a facultative halophyte, is tolerant to variable levels of water salinity. In Cl-deficient soils, salt can be used as fertilizer, and a 3.8 kg/tree/year NaCl application results in more than doubled copra yield^6^. Fertilization using seawater is also being considered in the Hainan Island province of Southern China for the local variety (Hainan tall). Dwarf genotypes, believed to be derived from tall types through domestication^5^, are considered to be more susceptible to environmental stresses like salt. Therefore, understanding the relevant mechanisms will contribute to the breeding of salt-tolerant coconut varieties, complementing the research on the adaptation mechanism of salt stress in other crops.

In our previous publication of the draft coconut genome^4^, we investigated the evolution of transporter gene families in coconut. In the present work, we were more interested in identifying gene regulatory networks of the signaling cascades controlling response to salt stress. Salinity stress causes both osmotic stress and ionic stress that inhibits normal plant growth and cell division^7^. At the physiological level, Munns and Tester^8^ observed that plants respond to salinity in two phases: a rapid, osmotic phase that closes stomata, inhibits the growth of young leaves, and a slower, ionic phase that accelerates senescence of mature leaves. During the fast response (early molecular signaling and quiescent growth phase, probably within seconds to hours in root^9^ and minutes to hours in leaves^8^), the plant reacts with the protein arsenal in place (e.g. post-translational modification during early signaling); whereas, during the acclimation slow response (growth recovery phase, probably within days to weeks), gene expression modulations have induced changes at the proteome content level^10^. In any case, both osmotic and ionic stresses appear to be sensed during the rapid signaling of the salt stress^11^. The loss of turgidity caused by osmotic stress is perceived by the turgor-sensing mechanosensitive receptor kinase-cyclase^9,12^ and the early transducers can be cGMP, Ca^2+^, and reactive oxygen species (ROS)^9,12,13^. Both ROS and Ca^2+^ modulate the biosynthesis of abscisic acid (ABA)^9^ and ABA signaling plays an important role in the abiotic stress response and tolerance of plants^14^ (e.g., osmotic stress). While the mechanisms of osmotic stress are well known in plants, little is known about the mechanisms of ionic stress: for instance, what is the sodium ion entry point^15^ and how is Na^+^ is sensed in the cell^16^?

A genome draft of coconut (cultivar Hainan Tall or HAIT) was released two years ago^4^ and generated around 2.20 Gbp of sequence scaffolds, i.e. ~91% of the coconut genome and 28,039 annotated protein-coding genes. The coconut genome is large (estimated as 2.42 Gbp through to Kmer analysis^4^), 34% larger than the oil palm genome (1.8 Gbp) and 3.6 times larger than date palm (0.67 Gbp). In plant genomes, large size and structural variation even among closely related species is often due to differences in their history of polyploidization^17^ and/or amplification of long terminal repeat retrotransposons^18–21^ (LTR-RTn). It has been shown that 67.1% of the coconut genome consists of LTR sequences. LTR retrotransposons are major components of plant genome modification and reorganization^22–24^. However, the nature and dynamics of changes of LTR-RTn contents during genome expansion and speciation are still poorly understood^25^.

Correlatively to its large size, the coconut genome is richer in repeated sequences than is oil palm (73% and 57%, respectively), resulting in a more fragmented draft genome (N50 of scaffold lengths 418 kb and 1045 kb, respectively). Accordingly, ordering the scaffolds represents a strenuous task, which demands a high-density linkage map.

Another draft sequence (cultivar Catigan Green Dwarf or CATD) was published recently^26^. The quality of this sequence is attested by a somewhat larger N50 and some improvement in genome assembly and annotation completeness (BUSCO^27^ score). It differs from the results on the HAIT by a smaller estimated genome size (2.15 Gbp vs 2.42), a smaller proportion of predicted LTR-RTns (60.3%), and a higher proportion of protein-coding genes (34,958 vs 28,016). This difference appears to reflect differences in assembling strategies rather than biological differences between CATD and HAIT. In fact, flow cytometry reveals intraspecific variation but to a much lesser extent and tends to yield larger values than does Kmer analysis (around C = 2.9 Gbp^28^ or C = 2.7 Gbp^29^). The CATD assembly also identified 25% more genes, resulting partially from a larger proportion of duplicated genes but also from a larger number of unique genes, especially among the smaller genes (Supplementary Fig. S1).

In the present work, we generated a linkage map using the genotyping by sequencing (GBS) technology based on a backcross mapping population and used it to anchor sequence scaffolds onto 16 coconut pseudochromosomes. This allowed an in-depth comparison with related genomes, providing insights into palm genome evolution and genome expansion in coconut due to transposable elements (TEs). We also analyzed the expression level of transcripts involved in signaling pathways through a salt-stress RNA-seq experiment on leaves of Hainan tall and aromatic dwarf seedlings. This allowed us to perform the first multi-omics comparison providing insights into palm transcriptome regulation through the identification of key genes differentially expressed during the early signaling of salt stress in coconut leaves. Along with previously released transcriptomes^30,31^, this linkage map-assembled genome provides an invaluable resource for coconut genetic improvement and understanding of the mechanisms underlying key traits such as oil production, economically interesting variants of the albumen texture^32^, disease resistance, and abiotic stress tolerance.

## Results and discussion

### Genetic mapping of a coconut bi-parental population by GBS

In order to assign the coconut sequences to their positions on coconut chromosomes, we created a linkage map, based on a back-cross MYD × (MYD × WAT) produced and planted in Côte d’Ivoire (WAT stands for the West African Tall and MYD for the Malayan Yellow Dwarf). After DNA extraction, a legitimacy test involving fifteen microsatellite markers was performed on 320 progenies and confirmed the origin of 292 progenies, which were genotyped by GBS, along with the parents. We obtained GBS sequences from 240 progenies. The 9,459,318 variants assigned to 7904 scaffolds were initially identified by TASSEL-GBS^33^ pipeline and VcfHunter package^34^. Several filtration steps (see “Methods”) retained 8402 SNPs with less than 20% missing data per marker, assigned to 2303 scaffolds, and scored on 216 progenies with <25% missing data.

Based on recombination distances, Joinmap^35^ identified 16 linkage groups, corresponding to the number of chromosome pairs in coconut. Only one of them (Cn15) was made up of two weakly linked subgroups (see below). Software Scaffhunter^36^ was used to order markers within linkage groups while preserving scaffold integrity. We could also verify that appreciable linkage occurred only within the linkage groups identified by Joinmap (Supplementary Fig. S2). After genotyping error correction, the estimated chromosome length after error correction varied from 81 cM (Cn13) to 225 cM (Cn06), yielding a total length of 2365 cM. The number of markers per chromosome varied from 244 (Cn15) to 904 (Cn01), achieving a dense coverage of most of the coconut genome (Fig. 1a). In average, the marker density was 8.6 SNPs per Mbp.

**Fig. 1:**
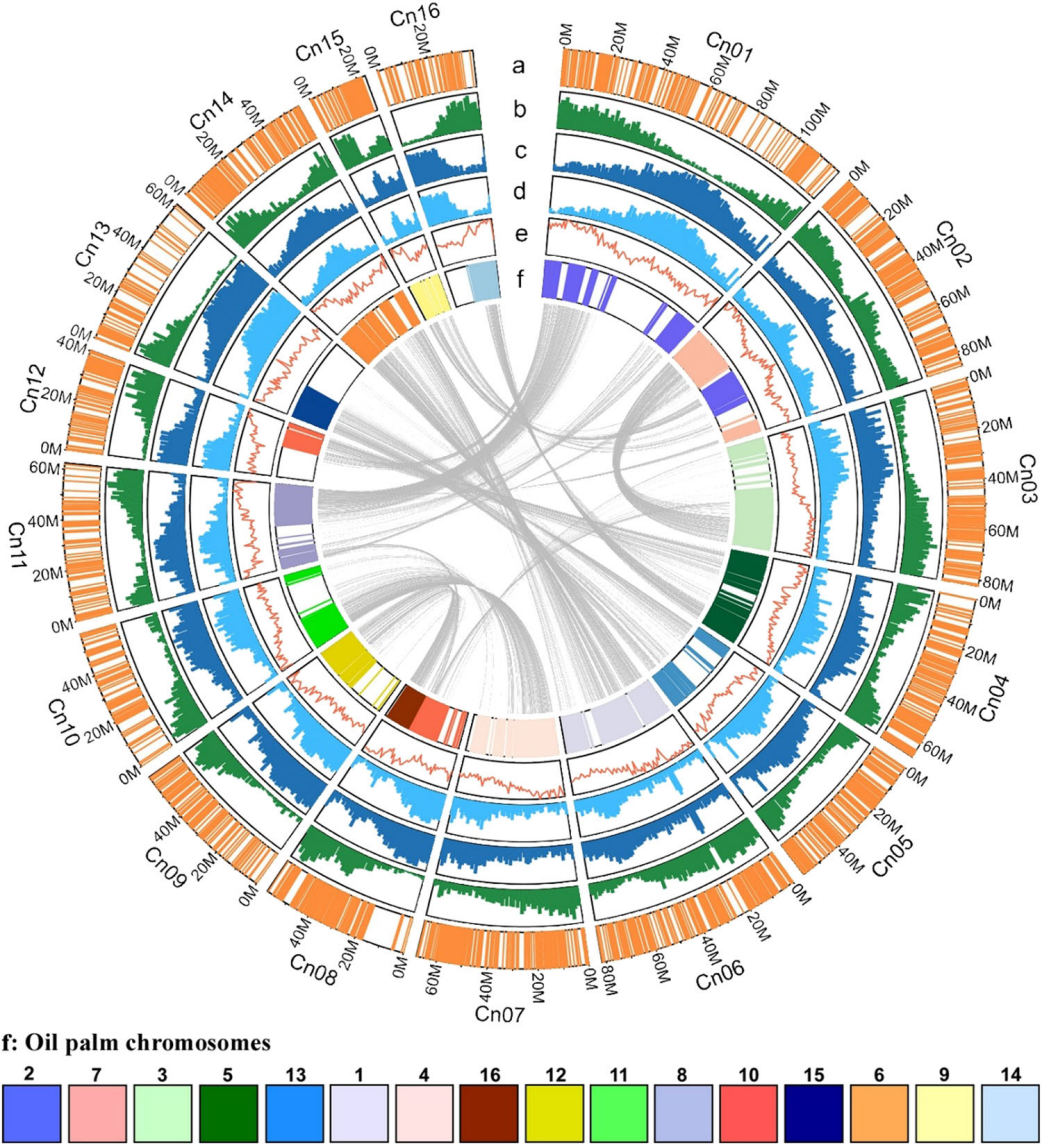
Circos of the genome features and ancestral blocks post-p WGD. Concentric circles show aspects of the genome. a Distribution of GBS markers. b Gene number per window. Min: 1, max: 59. c Repetitive sequence (SSR excluded) percentage per window. Min: 28%, max: 98%. d LTR percentage per window. Min: 28%, max: 98%. e GC content per window. Min:33%, max:40%. f Orthologous coconut polypeptides are painted according to the 16 oil palm chromosomes (the chromosome number is indicated above the color boxes). The inner links represent coconut paralogy resulting from the p WGD. For tracks b–d, the window size is 1 Mb.

### Segregation distortion analysis

Taking into account all chromosomes but Cn15, the percentage of heterozygotes was 47.77% ± 4.16%, close to the expected value (50.00%). Contrastingly, chromosome Cn15 presented a strong heterozygote deficit with an average percentage of only 27.5%.

Heterozygosity was maximal (≈40%) toward the ends of the chromosome and decreased linearly toward the middle (14.20%), where no markers could be identified, due to insufficient polymorphism, generating a 10.36 cM gap (Fig. 2). This is the signature of selection in favor of the pollen grains holding the allele inherited from the MYD parent at a single locus located at position 44.5 cM. The selection at the post-zygotic stage is ruled out because coconut dwarf × tall hybrids are not difficult to produce^37^, are high producing and nuts germinate normally^38^. Moreover, such pollen–pistil interaction was already observed by Sangaré in a pollen mixture experiment based on Mendelian shoot color traits^39^ showing that pollens from red and yellow dwarfs applied on yellow dwarf female flowers are equally efficient, but appreciably more efficient than pollen from a green or brown tall. This result differs only from ours by the selection intensity: the fitness of the pollen with the “tall” allele (0.58) is higher than in our case (0.113). The most parsimonious explanation for this difference would involve interaction between the above nuclear locus and a hypothetical cytoplasmic gene. The lack of markers around this gene prevented us from assembling this portion of the coconut sequence, however, based on the homology between Cn15 and chromosome 9 of *Elaeis guineensis* (see below), we determined that 18 coconut scaffolds are likely to cover 9 Mbp in the missing portion (Supplementary Data 3). The gene involved in competition is probably among the 209 protein genes they contain. Incidentally, the estimation procedure determined that the estimated length of the chromosome is 1.45 times the actual length. If this ratio can be extended to the whole coconut genome, the actual linkage map length would be only 1631 cM.

**Fig. 2:**
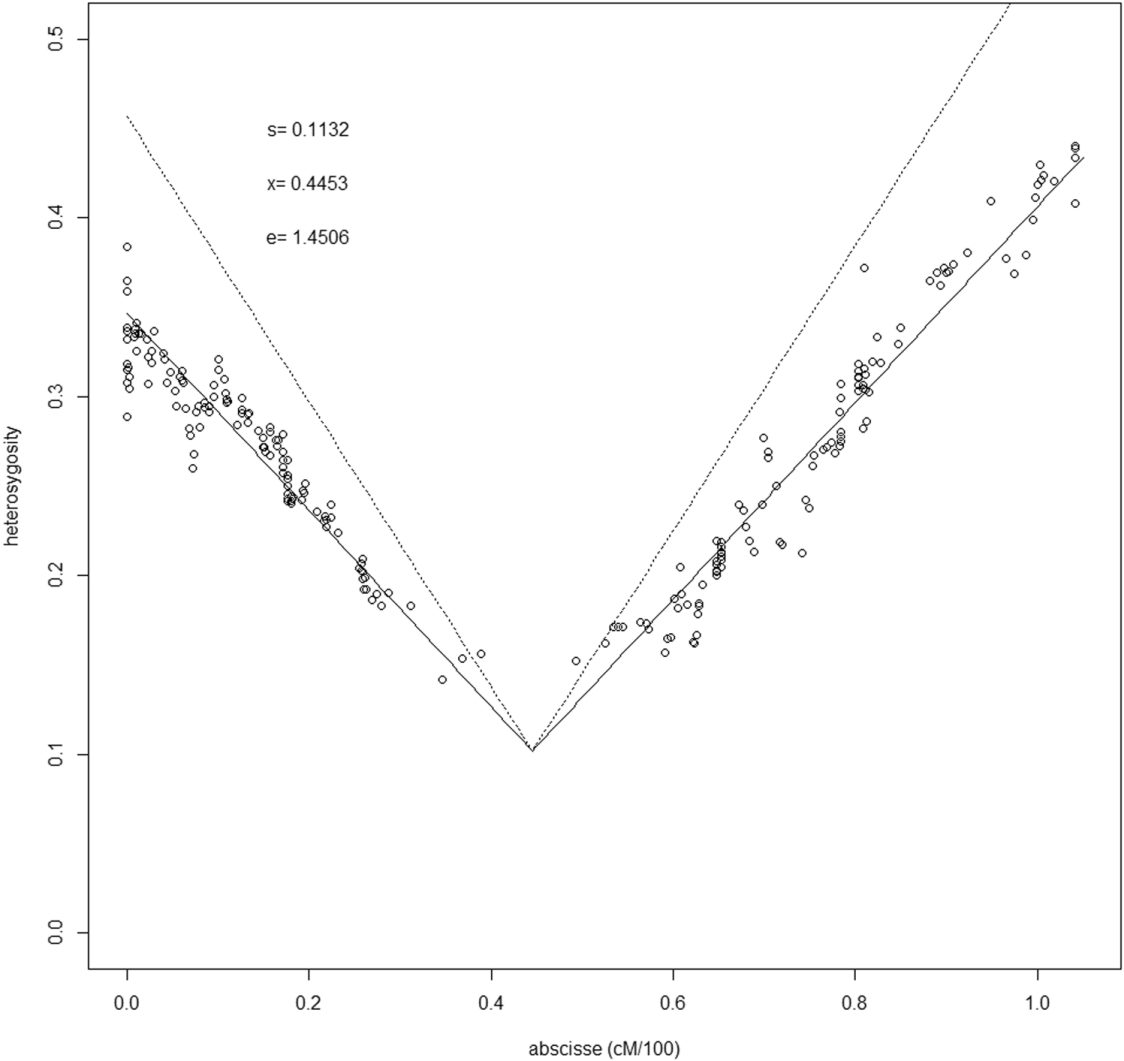
Graphical estimation of the position of a locus under selection on LG Cn15. Each dot represents one locus. Expected variations of heterozygosity along the chromosome are modeled by the oblique lines (dotted lines, without genotyping errors correction, solid line, with error correction). s = fitness of the heterozygote genotype; x = position of the selected locus; e = correction factor.

This pollen competition phenomenon may be interpreted in two ways. Either it is part of the domestication syndrome in dwarf coconuts^5^ or it is the result of isolation between coconuts from the Indian and Pacific Oceans due to glaciations at the Pleistocene and the subsequent lowering of sea level^40^. In the first case, pollen competition would represent a novel factor contributing to uniformity in dwarf coconuts cultivars, in addition to the coincidence of male and female flowering phase^41,42^. In the second case, it would result from a tendency toward allopatric speciation. Deciding between these hypotheses would require more mixed pollen experiments where pollen from Pacific talls would be applied to dwarfs.

### Scaffold anchorage onto the map and quality assessment

The 2303 anchored scaffolds represented only 2.03% of the scaffolds but 46.6% of the total genome and 77.1% of the proteins (Table 1). In spite of the large genome size of a coconut and of its richness in repeated elements, the results we obtained are comparable to those obtained in oil palm^43^ in terms of the proportion of the genome covered by the 16 pseudochromosomes (46.6% and 43%, respectively) as well as of the size of unique sequences (between 0.7 Gbp and 0.8 Gbp). However, this required a much larger number of scaffolds (2303 instead of 304).

**Table 1:** Summary statistics of the assembled coconut sequence.

Chromosome	Total length	Scaffold count	Ungapped length	N50	L50	Spanned gaps	Unspanned gaps	Gene number	GC% (ungapped)	Length (cM)
Cn01	119,963,539	188	117,957,365	1,503,304	25	1,987,374	18,800	2277	37.5	203
Cn02	85,636,561	204	83,804,978	753,179	28	1,811,283	20,300	1997	37.6	183
Cn03	82,374,452	202	80,663,866	744,939	29	1,690,486	20,100	1705	37.7	206
Cn04	66,811,639	175	65,401,075	779,691	23	1,393,164	17,400	1610	37.7	174
Cn05	57,731,914	137	56,647,193	642,592	25	1,071,121	13,600	1104	37.2	138
Cn06	81,752,308	253	79,872,242	691,323	34	1,854,866	25,200	2095	38.2	225
Cn07	68,107,953	219	66,405,264	548,297	34	1,680,889	21,800	1583	37.8	179
Cn08	58,726,133	155	57,524,819	657,407	14	1,185,814	15,500	1214	37.6	111
Cn09	59,467,968	107	58,339,163	933,531	21	1,118,205	10,600	1026	37.3	98
Cn10	57,291,198	101	56,367,391	1,522,480	11	913,807	10,000	1066	37.3	131
Cn11	62,458,273	107	61,301,060	1,391,469	14	1,146,613	10,600	1379	37.5	177
Cn12	40,247,383	90	39,443,120	813,247	15	795,363	8900	868	37.7	87
Cn13	61,684,062	70	60,924,034	1,851,699	9	753,128	6900	847	37.1	81
Cn14	56,264,922	157	55,130,168	715,325	24	1,119,054	15,700	1309	37.7	181
Cn15	23,504,088	75	22,734,417	508,623	13	762,271	7400	646	37.8	104
Cn16	38,224,781	63	37,575,163	1,129,175	10	643,418	6200	867	37.8	86
All anchored sequences	1,020,247,174	2303	1,000,091,224	884,163	293	19,927,250	228,700	21,593	37.6	2365
Not anchored	1,098,384,151	26,453	1,147,115,255	682,484	178	35,092,692		5999	37.0	
All sequences	2,202,455,121	113,653	2,147,206,479	418,659	1055	55,019,942	228,700	28,039	37.0	
Percentage anchored		2.03%	46.6%					77.1%		

As in most plants, coconut chromosome architecture is shaped by gene-rich and repeat-rich regions also known as euchromatin and heterochromatin, respectively^44^. Heterochromatin is located toward centromeres, telomeres, and chromosome fusion footprints (Fig. 1 and Supplementary Fig. S3). The abundance of transposable elements accounts for the fact that <50% of the coconut genome could be assembled into pseudomolecules. Recombination is suppressed in heterochromatin and fewer markers could be obtained. While the exact boundaries of euchromatin and heterochromatin are difficult to define, regions with a recombination rate usually ranging from 2 to 5 cM/Mb, with typically 10–20 markers per Mb and 20–50 protein genes per Mb can safely be assigned to euchromatin. This is large enough to ensure fairly accurate reconstruction of such regions, omitting only numerous, but very small scaffolds. Contrastingly, in heterochromatin, there are less than five markers per Mb in the pseudomolecule, resulting in incomplete assembly. Moreover, the recombination rate drops to 1 cM/Mb or less, leading to an uncertain ordering of the scaffolds. Nevertheless, most of the euchromatin was assembled; it represents at least 57% of the pseudomolecules and 80% of their proteins).

An improved version of the coconut sequence requires combining mapping data with other methods such as Hi-C and optical mapping. Such methods are required to accurately assemble heterochromatin. The CATD sequence will help to decide between hypotheses. In any case, the present linkage mapping will play an essential role. In fact, while Hi-C is generally more efficient at a short distance, it is based on the 3D arrangement of the nucleus, occasionally resulting in chimeric assembly as shown in Supplementary Fig. S4.

In most of the chromosomes (e.g. Cn01), genes are abundant toward the extremities and less frequent in between, indicating the presence of the centromere (Fig. 1b). Gene density ranged from 1 to 59 gene/Mb, similar to what is observed e.g. in peach^45^ and jujube^46^. The pattern presented by transposable elements (TE) is opposite to that of genes. They mostly consist of LTR retrotransposons (Fig. 1c, d). TEs tend to accumulate toward centromeres and a few chromosomes appear to be acrocentric (Cn09, Cn12, Cn13, and Cn16). Figure 1f represents synteny with oil palm. Orthologous genes were found in all chromosomes. Sectors left blank corresponds to TE-rich regions where orthologs are rare or absent. Cn02 and Cn08 present evidence of chromosome fusions, parts of them being homologous to different oil palm chromosomes, and peaks of TE are located precisely at the points where chromosome fusion took place. Cn15, already mentioned, presents an irregular pattern. The GC content is distributed unevenly in most pseudochromosomes and tends to be higher in gene-rich regions (Fig. 1e). Paralogy within the coconut genome is represented by the inner gray lines.

### Whole-genome duplications and the origin of coconut palm

An analysis of the size and frequency of paralogous gene families accumulated in the coconut genome provided a record of the whole-genome duplication process. Based on results obtained in other palm species^47,48^, we expected to find extensive homology resulting from two whole-genome duplication (WGD *p* and τ). We were able to verify this using Ks and 4DTv analyses. By aligning 28,039 coconut gene sequences among themselves and performing Ks analysis, we were able to represent paralogy in a dot plot showing extensive segmental duplication between coconut pseudochromosomes (Supplementary Fig. S5). The distribution of Ks presented two main peaks and by comparison with other model plants, we could assign the first one around Ks ≈ 0.32 to WGD *p* shared by palms and the second one, around Ks ≈ 0.88, to WGD τ shared by commelinids, which are represented in Supplementary Fig. S5a by pink dots and blue dots, respectively. The erosion of the synteny is more pronounced in the latter case, which confirms that it is the oldest one. This allowed us to identify 2666 paralog protein pairs, forming 85 paralogous gene blocks (Supplementary Data 1) that could be grouped further into 13 blocks according to the chromosome pairs involved.

We further studied the distribution of 4DTv (a subset of synonymous mutations) between the coconut and oil palm genomes as well as within genomes. Based on 2490 paralogous gene pairs in 260 collinear regions of the coconut genome, we assessed the distribution of 4DTv distances among coconut genes, which showed two distinct peaks: 4DTvB ≈ 0.125 and 4DTvB ≈ 0.358 (Fig. 3a). The distribution in oil palm was very similar. In the same way as with Ks, these can be attributed respectively to WGD *p* and to WGD τ. With both Ks and 4DTvB, the ratios of the distances for WGD *p* and WGD τ is ~2.8. Distances between coconut and oil palm homologs exhibited an additional peak at 4DTvB ≈ 0.05. This peak would correspond to a speciation event involving the most recent common ancestor of coconut and oil palm, resulting in the ancestral lines of Attaleineae and Elaeidineae, respectively.

**Fig. 3:**
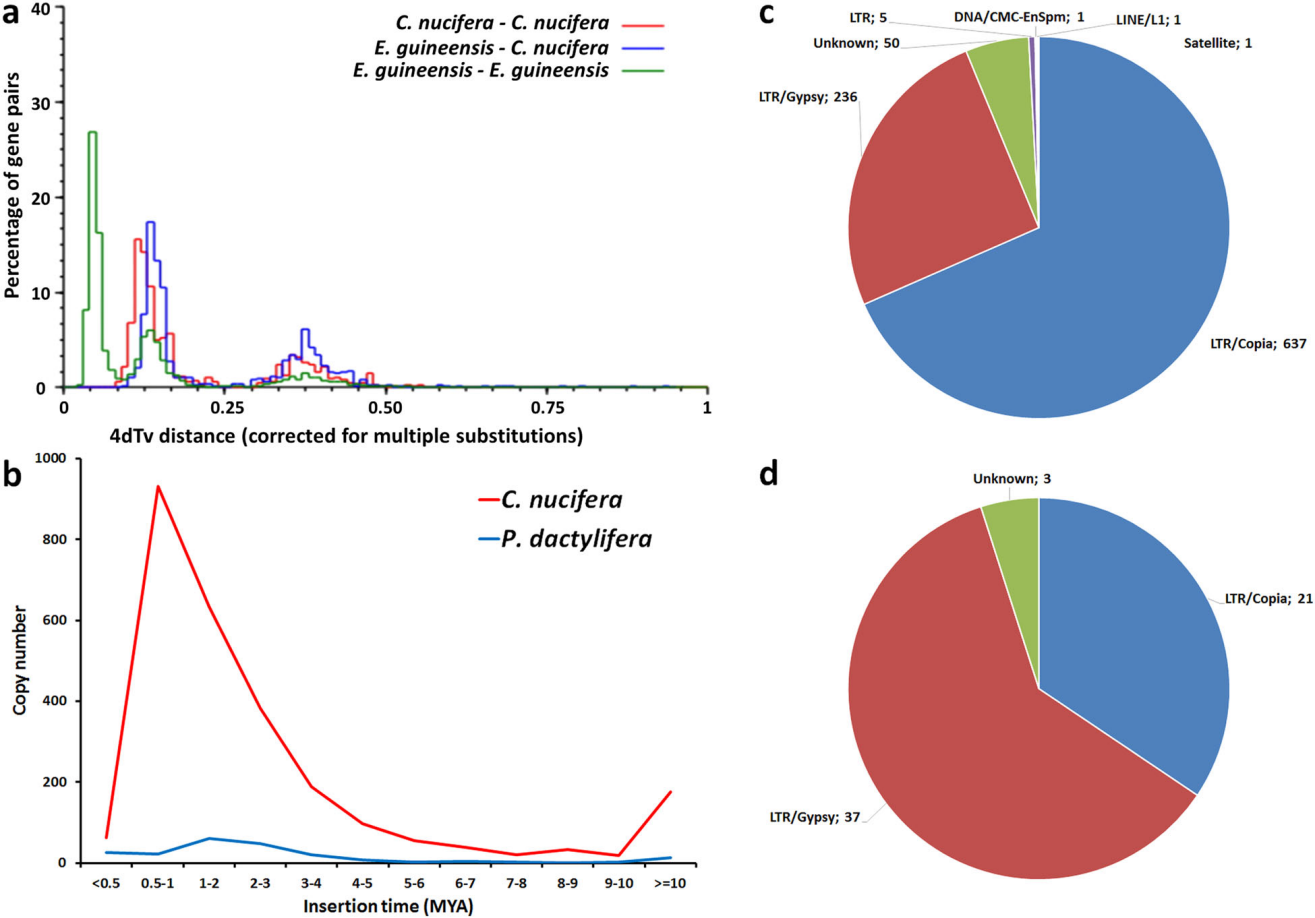
Comparison between the genomes of coconut and of related species. **a** Distribution of 4DTV distances between homologs in coconut, in oil palm, and between these species. **b** Distribution of copy numbers of LTR over the insertion time in coconut and date palm, showing a peak in coconut in the last MYA. **c** LTRs composition at peak insertion time for coconut. and LTRs composition at peak insertion time. **d** Same as (**c**) for date palm.

Once we had evidence for WGD *p* in coconut, we were able to identify synteny blocks at the chromosome level, which allowed us to identify the ancestral blocks pre-dating this event. A putative ancestral pre-*p* genome of palms was previously proposed, based on 13 large blocks of duplication identified in oil palm chromosomes^49^. We used the orthology relationships between coconut and oil palm to identify the same blocks in the coconut genome.

In total, 9866 orthology relationships between coconut and oil palm allowed identifying these ancestral blocks in the coconut genome (Supplementary Data 2). Out of the 2666 coconut paralogous pairs, oil palm orthologous genes were retrieved for both members in 889 cases, confirming block orthology in all cases but two. Combining automatic analysis with the MGRA^50^ software and manual curation, we propose an ancestral genome pre-*p* of 9 chromosomes made of 13 duplicated blocks (from A to M) in coconut as follows: (1) M, (2) A, (3) G, (4) L, (5) C, (6) EF, (7) JK, (8) BD and (9) HI (Supplementary Fig. S6). This corresponds to “scenario 2” proposed in Figure 10 of Armero’s PhD thesis^51^. We identified structural modifications between the pre-*p* ancestor (Fig. 4a) and the modern genomes of coconut and oil palm (Fig. 4a–c). The post-*p* ancestor (*n* = 18) of *Cocos* and *Elaeis* experienced at least four fissions (E–F, K–J, B–D, H–I) and four fusions (E–J, K–F, B–JK, D–H) before they diverged (Fig. 4a). In the process of speciation, the coconut and oil palm ancestral lines independently underwent two additional fusions (Fig. 4b), accounting for the modern structure of coconut and oil palm genomes (*n* = 16 in both species) but different chromosome pairs were involved: Cn02 (EJ-C) and Cn08 (FK-L) in coconut, Chr02 (BD-C) and Chr10 (FK-HD) in oil palm (Fig. 4c). This scenario is detailed in Fig. 5a and the resulting synteny with oil palm in Fig. 5b and Supplementary Fig. S7. Our results contribute to enrich our understanding of the evolutionary history of palms, as presented in Fig. 1 of Murat et al.^49^. A detailed account of the evolutionary history of palm genomes would require studying more palm species (ideally, one per subfamily) and an outgroup (e.g. banana, a member of Zingiberales, which are a sister taxon of Arecales).

**Fig. 4:**
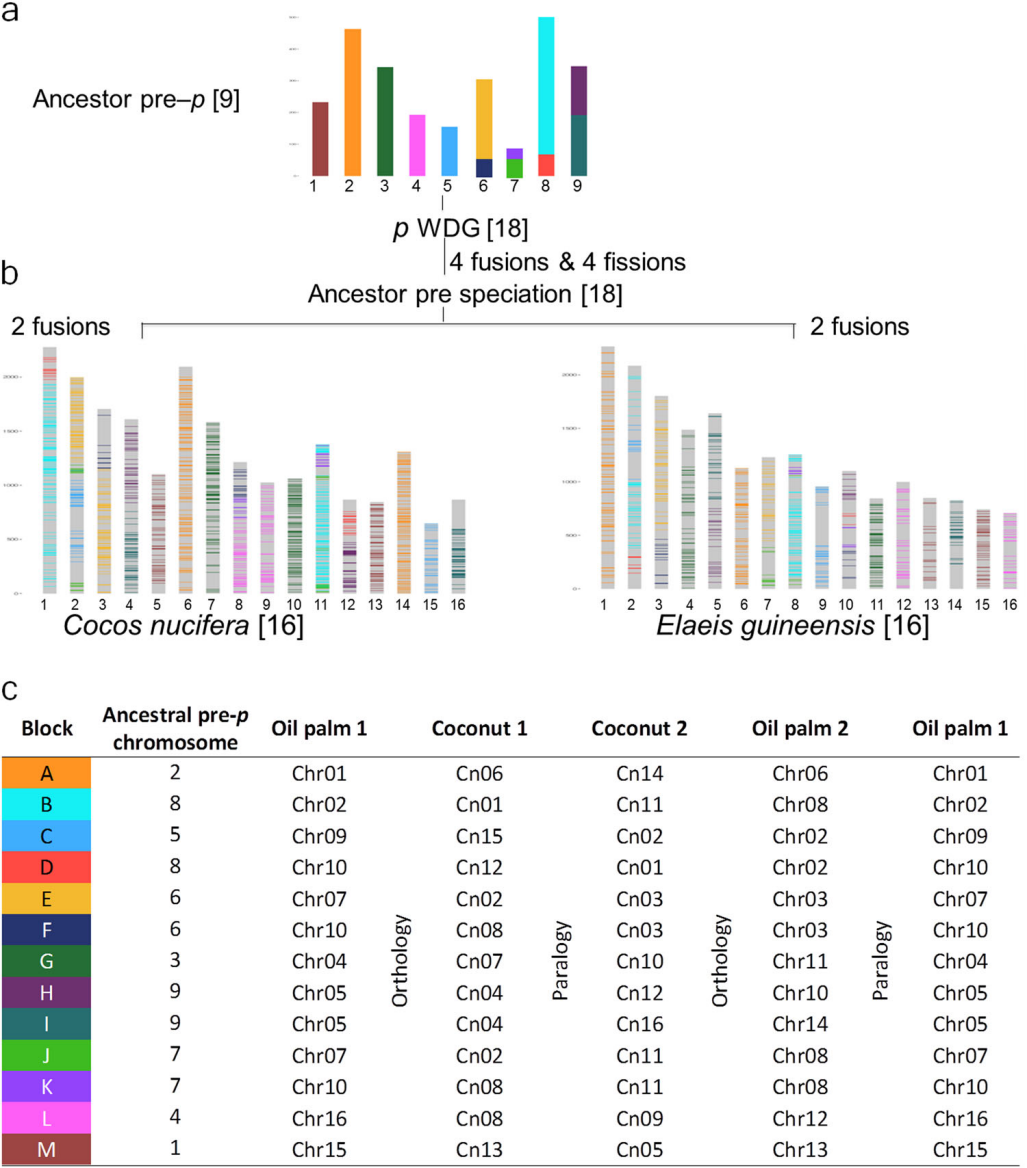
Schematic representation of homology in coconut and in oil palm. **a** schematic representation of the nine chromosomes of the hypothetical pre-*p* ancestor in terms of 13 ancestral blocks A to M based on segmental homology within and between the oil palm and coconut (color code in the table below). **b** Location of 9866 homologous genes on the *Cocos* and *Elaeis* chromosomes. Duplication of the ancestral chromosome 2 resulted in chromosomes 6 and 14 in coconut, homologous to chromosome 1 and 6 of oil palm (block A). Other chromosomes derive from two ancestral chromosomes due to rearrangements (see details in Fig. 5). **c** The 13 ancestral blocks and their locations in the pre-*p* chromosomes and in both palm species. Each genome is split into two sub-genomes resulting from WGD *p*. Sub-genome 1 of oil palm is repeated to the right to show paralogy relationships within oil palm. (modified after figure 9 of Armero 2017^51^).

**Fig. 5:**
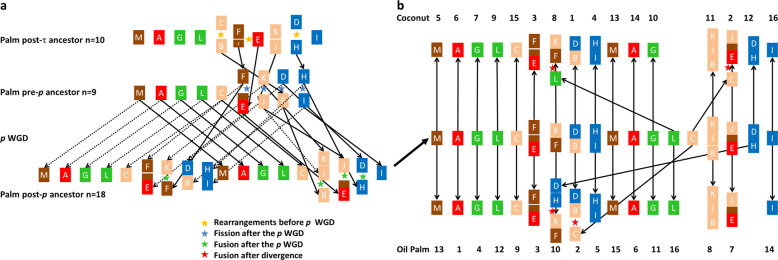
Hypothetical scenario of palm genome evolution. **a** From WGD τ to the last common ancestor of coconut and oil palm (*n* = 18). The synteny blocks are colored according to their putative origin in the common ancestor of flowering plants (*n* = 5) in Murat et al.^49^. **b** Divergence of coconut and oil palm from their last common ancestor, resulting in their *n* = 16 current genomes by two fusions in each species.

Our results are compatible with those of the CATD study^26^ if we equate their β event with the τ WGD and their α event with the *p* WGD. In fact, *Musa acuminata* has the former but not the latter. They also identify an earlier γ event, which could be the ε WGD, common to angiosperms^49^. The *p* and τ WGDs were confirmed by a new study covering a wide range of palm transcriptomes^52^. However, that study suggests a 2*n* = 30 chromosome common ancestor of palms, which is not supported by chromosome-scale synteny. In fact, two WGDs account for the chromosome numbers: starting from the common ancestor of flowering plants (AMK)^49^ with *n* = 5, we obtain *n* = 10 after WGD τ. As shown in Fig. 5, a chromosome fusion and WGD *p* led to a *n* = 18 ancestor and finally to *n* = 16 in both coconut and oil palm.

### TE burst and genome expansion

Plant genomes are exceptional for their great variation in genome size, which results from two main factors: the polyploidy level and the abundance of non-coding DNA, especially the contribution of transposable elements (TEs), including retrotransposons. The coconut genome is the largest among the palm species that have been sequenced so far and the richest in LTR retrotransposons. The proportion of LTR-RTns is 57% in oil palm^43^ and 22% in date palm^53^. It has been shown that 72.75% of the coconut genome is represented by TEs, of which 92.23% are LTR-RTns^4^.

To investigate the genome expansion event in coconut, we dated the insertion time of all LTRs based on divergence analysis^18^. The LTR insertion times were calculated in *C. nucifera* and *Phoenix dactylifera* using the LTR_STRUC program^54^ and their distributions are shown in Fig. 3b. In coconut, the insertion rate was low as of 6 million years ago, increased gradually, and reached a peak at 0.5–1 Mya, suggesting that the expansion of the coconut genome was quite recent, in comparison with the age of the Arecaceae family. In addition to the differences in LTR insertion rates, their natures differ: in coconut, 67% of LTR retrotransposons in the insertion peak are in the *Copia* subfamily, while the *Gypsy* subfamily dominates in date palm, representing 61% of the LTRs (Fig. 3c, d).

While the CATD sequence^26^ appears to exhibit a smaller proportion of LTRs and a lower *Copia/Gypsy* ratio, the chronology of the LTR invasion is very similar, at least if we rely on the Ks values. Although the substitution rate in the CATD study is twice the one we adopted, both studies agree on the occurrence of a massive and recent LTR-RTn invasion followed by reduced activity. We can speculate on the causes.

LTR-RTns are major constituents of the plant genomes and are largely responsible for genome size variation, genome differentiation, and perhaps speciation^55^. Other examples range from *Arabidopsis thaliana* (~157 Mb) with 5.60% of LTR-RTns^56^, to rice (~389 Mb) with ~22% LTR-RTn sequences^57^, and maize (~2.3 Gbp) with 74.6% LTR-RTns^58^. In conifers with a genome size range from 18 Gbp to over 35 Gbp for most species, the accumulation of LTR retrotransposons is assumed to account for their very large genomes, and this was confirmed by recent genome sequence analyses^59–61^. LTR retrotransposons have been shown to be responsible for wide genome expansions^18,62,63^ and appear to have undergone recent amplifications within the past 15 million years^18,25,64^. In the case of coconut, the expansion peak was intense and much more recent, culminating around 0.5–1 Mya. The dynamics of TE invasions appear to depend on factors such as transposition rates, gene regulation, and host population dynamics^65^. An abundance of TEs in itself can be regarded as a disadvantage and tends to be eliminated by natural selection. But TEs contribute to horizontal gene transfers and can affect genome regulation, possibly contributing to greater adaptability. For example, it has been proposed that TE expansions could accompany population bottlenecks^66^. In this case, the natural selection pressure against the detrimental effects of TEs becomes insufficient to prevent an invasion. The authors also speculate on the possibility of positive effects: TEs modifying genome expression could promote better adaptability to stress or to a changing environment^67,68^. This seems to apply remarkably to coconut. From the beginning of the Pleistocene (2.6 My) until the end of this period, some 20 glaciation periods occurred in succession, resulting in fluctuations in sea level extending to more than 100 m. This means that at the height of these variations, the coastline could move forward or backward by tens of meters during the life of a coconut tree. As coconut depends on the seaside to disseminate its seeds, the effects must have been dramatic. However, atolls^69^ may have offered them a refuge: coral, as a living organism, naturally adjusts to sea level, offering coconut tree a much more stable environment, but of a smaller size than continental margins.

### Signaling pathways involved in salt-stress response

As noted above, coconut uses the ocean currents to disseminate its seeds and its natural habitat consists of seashores and estuaries where freshwater and seawater mix. This means that it must be adapted to a variable, but often high water salinity. In order to understand the response of coconut to salt-induced stress, we submitted young plants from two varieties (Hainan tall and Aromatic dwarf) to a salt-stress experiment. 

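RNA-seq was run on 22 leaf samples, 11 from the Hainan tall and 11 from the Aromatic dwarf. Leaves sampled at 0 h served as the control. Further samples were taken 4 h, 6 days and 10 days after treatment with 200 mM NaCl. The methods describe no unsalted leaves after 0 h, and the salt was given weekly in a nutrient solution. A change from 0 h therefore cannot set salt apart from the hour of the day, the time elapsed or that solution. Each variety had 3 samples at 0 h, 4 h and 6 days and 2 samples at 10 days. The methods state that samples with the same number are dependent samples from the same leaf, so the numbers pair the samples within a variety. They give 3 seedlings and 3 leaves without saying whether each leaf came from its own seedling. The main tests below treat the samples as independent, with no term for the leaf. Their p-values therefore mix the spread between these leaves with that within them. A fit with the leaf as a block was run as an alternative. The libraries were made from oligo(dT)-enriched mRNA and sequenced as single-end reads on 2 flow cells, AV and AW. Each flow cell held 11 libraries. AW held all libraries of 10 days, and AV held all 3 dwarf libraries of 0 h. The dwarf comparison of 10 days with 0 h is therefore between flow cells, and its flow cell term was estimated from the other groups.
The authors aligned the clean reads to the gene reference with Bowtie and quantified each gene with RSEM. No versions are given in the sources used here. The deposited tables hold for each gene an expected count, which need not be whole, and an FPKM. Only genes with a count above 0 are listed. The tables list 21136 to 22149 genes per library and 25247 genes over the 22 libraries. The total expected count was 2977359 to 3445467 per library, with a median of 3235470. In the tall the totals were 3083481 to 3250765 at 0 h (median 3240175), 3042668 to 3410097 at 4 h (median 3329515) and 3226295 to 3445467 at 6 days (median 3422137). The 2 tall libraries of 10 days had 3172263 and 3242162. In the dwarf the totals were 3253749 to 3343568 at 0 h (median 3330790), 2977359 to 3339199 at 4 h (median 3052710) and 3061624 to 3189014 at 6 days (median 3086859). The 2 dwarf libraries of 10 days had 3120851 and 3230765. At this depth the values of genes with few counts are imprecise.
For the tests, expected counts were rounded to whole numbers and scaled by TMM. In all, 18840 genes passed the edgeR filter on low counts. Each time was compared with 0 h within a variety by the edgeR quasi-likelihood test. The 8 groups of variety and time were in 1 fit, with the flow cell as a covariate. Genes were called changed at a Benjamini-Hochberg adjusted p under 0.05. Fold changes are log2 values with their standard error (SE). Locus tags (CN01) and product names were taken from Supplementary Data 6, which pairs them with the identifiers of the deposited tables. The copy used here lacks the last of its entries. Many product names are matches to other species. The tests of changed genes, the gene lists and the alternatives were fixed before the data were examined, although the values in Supplementary Data 6 had been read. Tests of explanations for a pattern were chosen once the pattern had been seen.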

We collected leaf RNA samples from tall and dwarf coconut genotypes at the following times: 0 h, 4 h, 6 days, and 10 days after saltwater application. RNA was extracted and sequenced. Incidentally, this allowed cross-validation of the quality of the draft sequence and of the transcriptome by aligning the clean RNA-seq reads onto both the scaffold reference and the annotated gene reference (see Supplementary Data 4 and 5). 

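The total expected count of a library was 50.1% to 51.6% (median 50.8%) of the reads that the paper reports as mapped to genes in Supplementary Data 5. By the paper's values, 5788589 to 6803325 of 12112940 to 12169372 reads per library mapped to genes. The share was similar on both flow cells, with a median of 50.6% over the 11 libraries of AV and 51.3% over the 11 libraries of AW. The paper's share of reads mapped to genes had a median of 54.4% on AV and 50.0% on AW. Its share of mapped reads with several positions had a median of 16.7% on AV and 16.3% on AW.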

The overall mapping rate of 86% for the scaffolds (50% for gene reference), suggesting that the genome is largely complete^70^. 

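Among the 25247 genes listed in at least 1 of the 22 libraries, 21497 (85.1%) had a mean FPKM above 0 in Hainan tall leaves at each of 0 h, 4 h, 6 days and 10 days. This share is of the listed genes, whereas the paper's share is of annotated genes, so the shares cannot be compared. The paper's count of 23651 is higher than the count here. The count here rests on 11 tall libraries and has no test. A gene with no read is missing from a table and was counted as 0. Genes of low expression enter it on few reads.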

In all, 23,651 genes (84% of annotated genes) showed a complete time-course RNA expression profile (Supplementary Data 6–8). Supplementary Data 7 lists 152 coconut genes which are ortholog to genes known to be involved in salt-stress response in other plant species^7,9,71–73^ and are assigned to five signaling pathways (ABA, ABAi, Ca^2+^/PLC, ROS, and SOS). Finally, 65 genes were common to both sets (Supplementary Data 8). These signaling pathways are summarized in Table 2 and Fig. 6 and Supplementary Fig. S8, and the evolution of signaling gene expression during salt stress in depicted in Supplementary Fig. S9. 

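At 4 h, most genes of a list of the circadian clock were lower in Hainan tall leaves. Of 12 clock and CONSTANS-like genes, 11 fell and 1 rose (11 and 1 adjusted over the list alone). This list and those that follow were drawn from Supplementary Data 6, whose genes the study selected on these tall libraries. Their counts are not independent evidence of a direction. LHY (CN01_07G008390), a morning transcription factor of the clock, fell by 2.74 on the log2 scale (SE 0.2, edgeR adjusted p = 3.07e-07). CONSTANS-LIKE 2 (CN01_01G005950) fell by 4.75 (SE 0.5, edgeR adjusted p = 1.12e-05). Gigantea1 (CN01_03G016920), of the same list, had a mean of 375.6 FPKM at 0 h and 597.8 at 4 h. Since no unsalted leaf was sampled at 4 h, the hour of the day and salt cannot be told apart for these genes. The same limit holds for every other change from 0 h to 4 h given here, in both varieties. At 6 days 7 clock genes were above the 0 h level and 2 below it (8 and 2 adjusted over the list alone).
Heat shock proteins and co-chaperones, which assist protein folding, moved both ways at 4 h. Of 29 genes, 16 were lower and 6 higher (17 and 7 adjusted over the list alone). A class II heat shock protein (CN01_scaffold007600G000070) fell by 4.46 (SE 0.3, edgeR adjusted p = 2.01e-07). A class I protein (CN01_02G006280) fell by 4 (SE 0.34, edgeR adjusted p = 1.58e-06). In the opposite direction, luminal-binding protein 5 (CN01_09G007250), a chaperone of the endoplasmic reticulum, rose by 4.53 (SE 0.69, edgeR adjusted p = 0.000346). Of 35 cytosolic ribosomal proteins, 20 were higher at 4 h and none was lower (23 and 1 adjusted over the list alone). Among them, 60S ribosomal protein L37a (CN01_10G003160) rose by 1.7 (SE 0.25, edgeR adjusted p = 0.000294). L9 (CN01_08G008030) rose by 1.42 (SE 0.19, edgeR adjusted p = 0.000107). 
A mannose-specific lectin (CN01_04G016090) rose by 4.56 (SE 1.07, edgeR adjusted p = 0.00654). Of 21 genes of flavonoid synthesis, 4 were higher at 4 h and none was lower (5 and 0 adjusted over the list alone). Among them were flavonoid 3'-monooxygenase (CN01_05G001950, 1.76, SE 0.29, edgeR adjusted p = 0.00062) and a chalcone isomerase family gene (CN01_12G006260, 1.66, SE 0.31, edgeR adjusted p = 0.00143). At 6 days the flavonoid list depended on the scale. EdgeR gave 6 higher and 2 lower (10 and 2 adjusted over the list alone), and limma on log2(FPKM + 1) gave 1 higher and 2 lower. At 10 days 2 were lower (2 adjusted over the list alone).
Most photosynthesis genes of 2 lists were higher at 6 days, as were most at 10 days. With no unsalted leaf at these times, salt and the time elapsed cannot be told apart. Of 54 genes of the light reactions, 42 rose and 1 fell at 6 days (46 and 1 adjusted over the list alone). At 10 days 35 rose and none fell (38 and 0 adjusted over the list alone). Of 25 genes of the Calvin cycle and photorespiration, 24 rose at 6 days and 20 at 10 days, and none fell (24 and 23 higher adjusted over the list alone). At 4 h the light reactions had 10 genes higher and 7 lower (12 and 7 adjusted over the list alone). The Calvin cycle and photorespiration had 1 higher and 2 lower (1 and 2). Rubisco activase 2 (CN01_04G001440), which restores the activity of Rubisco, rose by 2.49 at 6 days (SE 0.31, edgeR adjusted p = 0.000155). Its rise at 10 days was 2.28 (SE 0.35, edgeR adjusted p = 0.00209). The photosystem II 5 kDa protein (CN01_05G004380) rose by 1.7 at 6 days (SE 0.16, edgeR adjusted p = 5.51e-05) and 1.52 at 10 days (SE 0.19, edgeR adjusted p = 0.000844). Carbonic anhydrase 2 (CN01_06G007250) rose by 3.51 at 6 days (SE 0.57, edgeR adjusted p = 0.000654).
At 6 days, of 26 cell wall and cytoskeleton genes, 13 fell and 1 rose (15 and 2 adjusted over the list alone). At 10 days 6 fell and 1 rose (14 and 1 adjusted over the list alone). SPIRAL1-like 1 (CN01_14G011270), named for a microtubule-associated protein, fell by 1.28 (SE 0.21, edgeR adjusted p = 0.00065). Tubulin alpha-3 (CN01_06G014220) fell by 0.97 (SE 0.15, edgeR adjusted p = 0.000449). Of 7 genes of wax and very-long-chain lipids, 6 fell at 6 days (7 adjusted over the list alone). 3-ketoacyl-CoA synthase 11 (CN01_08G000800) stood at -1.08 (SE 0.24, edgeR adjusted p = 0.0049) and very-long-chain 3-oxoacyl-CoA reductase 1 (CN01_02G013290) at -1.44 (SE 0.3, edgeR adjusted p = 0.00346). PELPK1-like (CN01_12G000720) rose by 5.59 at 6 days (SE 1.25, edgeR adjusted p = 0.00507). Its libraries of 6 days varied widely, with 134.2 ± 120 FPKM (SD, n = 3). The mean was 2.567 FPKM at 0 h and 7.175 at 10 days. Cytochrome P450 71A9 (CN01_scaffold000076G000010) rose by 4.75 at 10 days (SE 0.63, edgeR adjusted p = 0.00117).
In all, 3885 of 18840 genes changed at 4 h (2051 higher, 1834 lower) at an edgeR adjusted p under 0.05. At 6 days 3971 changed (2108 higher, 1863 lower), and at 10 days 1522 (937 higher, 585 lower). On the log2(FPKM + 1) scale the median change of all genes tested was -0.3 at 6 days and -0.23 at 10 days, against -0.02 and -0.03 from edgeR. Limma on that scale called 1093 genes higher and 4556 lower at 6 days and 491 higher and 1432 lower at 10 days. By the criteria of the methods, with a NOISeq-type probability recomputed from the FPKM values, 1729 genes fell in the differential classes. Of these, 122 were in Ea+, 23 in Ea+La+ and 224 in La+. A further 285 were in Ea-, 182 in Ea-La-, 838 in La-, 41 in Ea-La+ and 14 in Ea+La-. Another 145 genes were constitutively highly expressed. Judging the level of falling genes at 0 h gave 740 genes in these classes. EdgeR in place of the probability gave 2614, and leaving out tall 0 h replicate 2 gave 2679. 
The number of changed genes depended on single libraries. At 4 h it was 2202 without tall 0 h replicate 1, 2396 without 4 h replicate 2 and 2133 without 4 h replicate 3. At 6 days it was 2245 without 0 h replicate 1, 2247 without 0 h replicate 3 and 2226 without 6 d replicate 3. At 10 days it was 975 and 756 without 0 h replicates 1 and 3, and 109 and 510 without 10 d replicates 1 and 2. All libraries of 10 days were on flow cell AW, and without the flow cell in the fit the 10-day count was 2657.

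**Figure D1:**
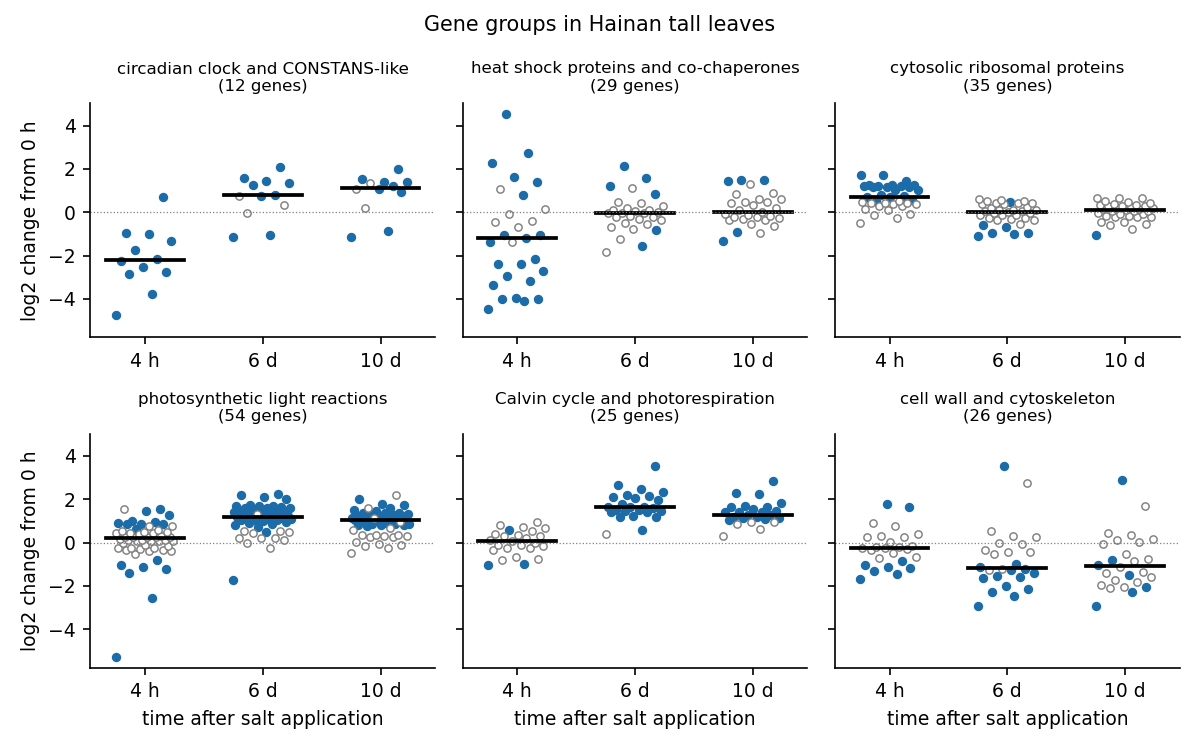
Log2 change from 0 h in Hainan tall leaves at 4 h, 6 days and 10 days (edgeR), 1 point per gene of 6 gene lists. Filled points passed the test at an adjusted p under 0.05, and the bar is the median of the list. The bar of the 12 clock genes stands at -2.21 at 4 h and 0.78 at 6 days, and that of the 25 genes of the Calvin cycle and photorespiration at 0.08 at 4 h and 1.63 at 6 days.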

More details are provided in Supplementary Figs. S10 and S11 for MT3 and ABA and ABAi families. Here, we focus on three key players.

**Table 2:** Distribution of coconut genes according to expression pattern during salt stress and annotated to signaling pathways.

Putative salt response genes		56	4	22	20	50	152
DE or CHE genes		Assigned to pathway					
	Expression pattern	ABA	ABAi	Ca^2+^/PLC	ROS	SOS	Total
194	CHE	5	–	–	5	1	11
98	Ea+	4	–	–	1	–	6
16	Ea+La+	1	–	–	–	–	1
188	La+	11	1	–	3	3	19
77	Ea−	6	–	–		1	7
49	Ea−La−	4	–	–	1	1	6
140	La−	7	–	1	5	–	13
17	Ea−La+	3	–	–	–	1	4
7	Ea+La−	–	–	–	–	–	–
786	Total	41	1	1	15	7	65

The first column is devoted to the distribution of the eight genes classes with a significant pattern. In the second column, “Ea” refers to increased (+) or decreased (−) expression at 4 h, “La” to variations of expression at 6 or 10 days. “CHE” stands for “constitutively highly expressed. The first row is devoted to the distribution of the 152 homologs of rice or Arabidopsis genes involved in salt resistance. The rest of the table represents the distribution of the 65 genes that are common to both sets.

**Fig. 6:**
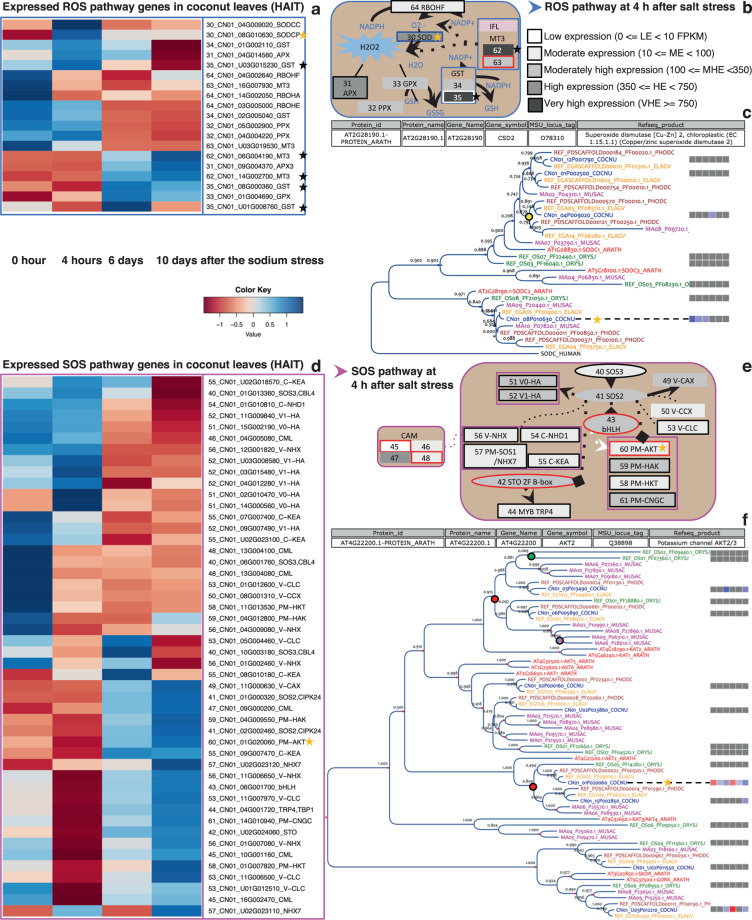
Early gene regulation during salt stress in coconut leaves. **a** Normalized transcriptional expression level in Hainan tall leaves at time points 0, 4 h, 6 days, and 10 days after salt stress for the DE and CHE genes of the ROS pathway. Each gene is identified by its expression class number (ECN), gene identifier, and function symbol. **b** Schematic representation of the ROS signaling pathway at 4 h (see Supplementary Fig. S9 for more details). **c** Gene phylogeny of the SODC family across coconut (COCNU), date palm (PHODC), oil palm (ELAGA), banana (MUSAC), japonica rice (ORIZJ), and Arabidopsis (ARATH). Colored bullets represent WGDs (yellow, red, purple, and green for respectively p, τ, α/β/γ, and ρ/σ WGDs). Expression differential of coconut genes is displayed with blue and red squares for up and downregulation, respectively. The first three columns are for the Hainan tall variety 4 h, 6 days, and 10 days) and the last three for the aromatic dwarf variety. Note that SODCP candidate gene CN01_08G010630 (yellow star) is orthologous to AT2G28190 whose annotation is given in the box above the tree. See Supplementary Note 1 for results on the MT3 and GST genes (gray stars). **d**, **e** Same as (**a**, **b**) for the SOS pathway. **f** Same as (**c**) for the Shaker gene family. Note that AKT2 candidate gene CN01_01G020060 (yellow star) is orthologous to AT4G22200 whose annotation is given in the box above the tree.

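Among the genes that Supplementary Data 6 assigns to the ROS pathway, 2 enzymes that remove peroxides were higher in Hainan tall leaves at 6 and 10 days. Phospholipid hydroperoxide glutathione peroxidase 1 (CN01_01G004690), which reduces lipid peroxides, rose by 0.64 at 4 h (SE 0.15, edgeR adjusted p = 0.00747). It rose by 1.51 at 6 days (SE 0.16, edgeR adjusted p = 6.58e-05) and 1.13 at 10 days (SE 0.18, edgeR adjusted p = 0.00258). L-ascorbate peroxidase 3 (CN01_09G004370), which reduces hydrogen peroxide with ascorbate, stood at -0.01 at 4 h (edgeR adjusted p = 0.976), with a sign that depended on the setting. It rose by 1 at 6 days (SE 0.2, edgeR adjusted p = 0.00237) and 1.42 at 10 days (SE 0.23, edgeR adjusted p = 0.00319). A thioredoxin (CN01_02G011730) rose by 2.04 at 6 days (SE 0.44, edgeR adjusted p = 0.00425). Peroxidase 4 (CN01_04G004220) fell by 2.12 (SE 0.46, edgeR adjusted p = 0.00404).
Over the 8 ROS pathway genes in the incomplete copy used here, 2 were higher and none was lower at 4 h (2 and 0 adjusted over the list alone). At 6 days 4 were higher and 2 lower (4 and 3 adjusted over the list alone), and 4 were higher and 1 lower at 10 days (4 and 2 adjusted over the list alone). Supplementary Data 6 holds only genes that the study selected on their expression in these libraries, so the counts are not independent evidence of a direction. A wider list of 28 enzymes of reactive oxygen species, also from Supplementary Data 6, had 5 higher and 2 lower at 4 h (5 and 2 adjusted over the list alone). At 6 days it had 10 higher and 6 lower (12 and 7 adjusted over the list alone). Its median was then 0.22 from edgeR and -0.06 on the log2(FPKM + 1) scale, with 9 higher and 9 lower. The type 3 metallothionein-like gene (MT3, CN01_14G002700), a metal-binding protein, stood at 0.48 at 4 h (SE 0.64, edgeR adjusted p = 0.646). It rose by 2.3 at 6 days (SE 0.67, edgeR adjusted p = 0.0221).
The 6-day call of MT3 was lost without tall 0 h replicate 1 (1.93, edgeR adjusted p = 0.0968), 0 h replicate 3 (2.33, adjusted p = 0.0696) or 6 d replicate 3 (1.7, adjusted p = 0.144). In the dwarf, glutathione peroxidase 1 stood at -0.45 at 4 h (edgeR adjusted p = 0.0851), and the difference between the changes of tall and dwarf was 1.09 (SE 0.23, edgeR adjusted p = 0.0914). That difference passed the test of DESeq2 (1.06, adjusted p under 0.05).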

Regarding the osmotic stress response, a gene on chromosome 8 coding for a chloroplastic Cu-Zn superoxide dismutase (SODCP) of the reactive oxygen species pathway (ROS; Supplementary Fig. S8a–c) was upregulated at 4 h in the tall but not in the dwarf (Fig. 6a–c), suggesting the SODCP expression level could be a marker of salt tolerance. 

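SODCP, which converts superoxide to hydrogen peroxide and oxygen in the chloroplast, is CN01_08G010630 and lies on chromosome 8 of the Hainan Tall assembly of the paper, from 54612660 to 54614219. Its expression in tall leaves was 285 ± 41.6 FPKM (SD, n = 3) at 0 h and 689 ± 65.5 FPKM (SD, n = 3) at 4 h. Each of the 3 libraries at 4 h was above each of those at 0 h. It then stood at 490 ± 78.6 FPKM (SD, n = 3) at 6 days and 484 ± 7.21 FPKM (SD, n = 2) at 10 days. In dwarf leaves it was 403 ± 98.6 FPKM (SD, n = 3) at 0 h, 515 ± 43.8 (SD, n = 3) at 4 h, 500 ± 77.3 (SD, n = 3) at 6 days and 403 ± 44.1 (SD, n = 2) at 10 days.
The rise at 4 h in the tall was 1.31 on the log2 scale (SE 0.17, edgeR adjusted p = 9.4e-05). The changes at 6 and 10 days were 1.1 (SE 0.17, edgeR adjusted p = 0.000504) and 0.95 (SE 0.2, edgeR adjusted p = 0.0098). The change at 4 h in the dwarf was 0.25 (SE 0.18) and did not pass the test (edgeR adjusted p = 0.404). The difference between these changes, tall minus dwarf, was 1.05 (SE 0.25). It did not pass the edgeR test over all genes (adjusted p = 0.111) and passed that of DESeq2 (1.03, adjusted p = 0.00473). The values rest on 424 to 1289 expected counts per tall library.
From the higher expression at 4 h in the tall but not in the dwarf, the paper proposes the SODCP expression level as a possible marker of salt tolerance.

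**Figure D2:**
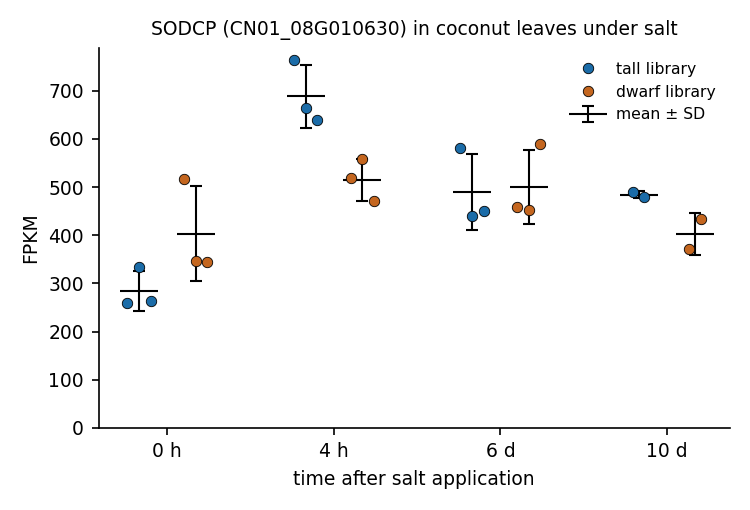
SODCP expression (FPKM) in each leaf library of Hainan tall and Aromatic dwarf by time, where points are libraries and bars give the mean and SD (n = 3, or 2 at 10 days). The tall libraries lie between 259 and 333 FPKM at 0 h and between 640 and 764 at 4 h, and the dwarf libraries between 345 and 517 and between 470 and 558.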

In fact, oxidative stress signaling and ROS detoxification are both essential components of the underlying mechanisms^74^. This corroborates that the first reaction of a plant to salinity occurs within seconds to hours^9^.

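Both protein phosphatase 2C genes in the copy of Supplementary Data 6 used here, a family that holds negative regulators of abscisic acid signaling, fell at 4 h in both varieties. Protein phosphatase 2C 53 (CN01_14G000430) lies on chromosome 14 of the Hainan Tall assembly of the paper, from 1153678 to 1159984. It stood at 110 ± 46.8 FPKM (SD, n = 3) in tall leaves at 0 h and 32.7 ± 4.16 (SD, n = 3) at 4 h. It was 46.4 ± 12 FPKM (SD, n = 3) at 6 days and 98.5 ± 19.7 (SD, n = 2) at 10 days. In dwarf leaves it was 47.1 ± 8.13 FPKM (SD, n = 3) at 0 h, 11.3 ± 5.78 (SD, n = 3) at 4 h, 31.6 ± 4.03 (SD, n = 3) at 6 days and 75.5 ± 1.48 (SD, n = 2) at 10 days.
The fall at 4 h was -1.72 on the log2 scale in the tall (SE 0.29, edgeR adjusted p = 0.000819) and -2.02 in the dwarf (SE 0.35, edgeR adjusted p = 0.00147). At 6 days the tall value was -0.94 (SE 0.29, edgeR adjusted p = 0.0273). At 10 days it was 0.19 (SE 0.34, edgeR adjusted p = 0.791), where a fit with the leaf as a block gave -0.01 (adjusted p = 0.994). Protein phosphatase 2C 16 (CN01_06G001030), on chromosome 6 from 3112406 to 3117071, fell by 1.86 at 4 h in the tall (SE 0.22, edgeR adjusted p = 4.09e-05). It fell by 1.53 in the dwarf (SE 0.24, edgeR adjusted p = 0.000641) and stood at 0.01 at 6 days in the tall (edgeR adjusted p = 0.978), with a sign that depended on the setting. Adjusted over the list alone, the list of 2 gave the same counts in the tall: 2 lower at 4 h, 1 lower at 6 days and none changed at 10 days. The 6-day call of the chromosome 14 gene was lost without tall 0 h replicate 1 (-0.59, edgeR adjusted p = 0.199), 0 h replicate 2 (-0.93, 0.0563), 6 d replicate 1 (-0.9, 0.0758) or 6 d replicate 3 (-0.82, 0.12). Its 10-day value turned to -0.03 without 0 h replicate 3 and -0.01 without 10 d replicate 2.
Of the 44 genes that Supplementary Data 6 marks as ABA or with its sublabels ABA.12 and ABA.bZIP in that copy, 10 were lower and 6 higher at 4 h in the tall (10 lower and 9 higher adjusted over the list alone). At 6 days 21 were higher and 6 lower (22 and 7 adjusted over the list alone), and 15 were higher and none was lower at 10 days (23 and 7 adjusted over the list alone). That table holds only genes selected on these libraries, so the counts are not independent evidence of a direction. GLK1 (CN01_scaffold004706G000020), a transcription factor of chloroplast development, fell by 2.21 at 4 h (SE 0.23, edgeR adjusted p = 1.12e-05). REVEILLE 5 (CN01_08G007680), a relative of LHY, fell by 2.25 (SE 0.3, edgeR adjusted p = 0.000107). For REVEILLE 5, as for LHY, no unsalted leaf of 4 h sets the hour of the day apart from salt. CBSCBSPB3 (CN01_02G010450) rose by 1.66 at 6 days (SE 0.26, edgeR adjusted p = 0.000503). The F-box gene matched to At2g32560 (CN01_01G016680) rose by 1.54 at 10 days (SE 0.23, edgeR adjusted p = 0.00209).

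**Figure D3:**
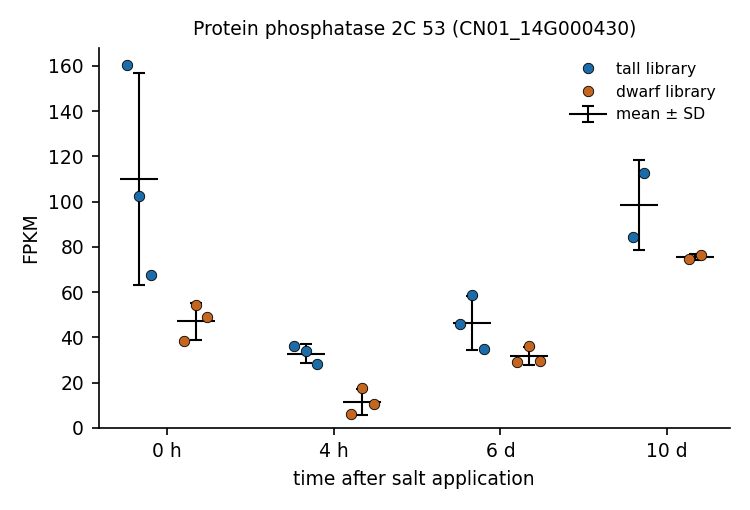
Expression of protein phosphatase 2C 53 (FPKM) in each leaf library of Hainan tall and Aromatic dwarf by time, where points are libraries and bars give the mean and SD (n = 3, or 2 at 10 days). The tall libraries lie between 67.8 and 160 FPKM at 0 h, between 28.1 and 36.2 at 4 h and between 84.6 and 112 at 10 days.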

Expression of a PP2C gene on chromosome 14 (protein phosphatase 2C) of the abscisic acid (ABA) dependent pathway (Supplementary Fig. S11), was downregulated at all stages, contrary to what is was observed in rice and *Arabidopsis*^75^. This is however consistent with the fact that the physiological response to salt in dwarf coconut seedlings is mainly mediated by stomatal regulation^76^. In fact, a decrease of PP2C could enhance ABA signaling which, in turn, triggers stomatal closure as well as the synthesis of protective molecules contributing to the osmotic homeostasis^7^.

Regarding ionic stress, we did not observe differential expression of overly salt-sensitive genes as in rice^7^. Instead, we noted a weak K^+^-selective inward-rectifying channel (KIRC), which could be a candidate for sodium gateway and sensor with a role in cation homeostasis (SOS pathway; Fig. 6d, e). 

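The incomplete copy of Supplementary Data 6 used here assigns 5 genes to the SOS pathway, and 3 of them, AKT2 among them, fell at 4 h in Hainan tall leaves (3 adjusted over the list alone). None rose. By the paper's methods the calmodulin pathway was treated together with SOS. The Shaker family, which holds AKT2, was considered because no differential expression was found in the SOS pathway. A putative transcription factor bHLH041 (CN01_06G001700) fell by 1.89 in the tall (SE 0.31, edgeR adjusted p = 0.000651) and by 3.08 in the dwarf (SE 0.35, edgeR adjusted p = 3.21e-05). A putative B-box zinc finger protein 24 (CN01_scaffold017942G000010) fell by 0.93 in the tall (SE 0.27, edgeR adjusted p = 0.0228) and by 1.23 in the dwarf (SE 0.3, edgeR adjusted p = 0.012). CBL-interacting protein kinase 1 (CN01_01G000320), of the kinase family that acts with calcium sensors, stood at 0.03 at 4 h (edgeR adjusted p = 0.934), with a sign that depended on the setting. It rose by 1.66 at 6 days (SE 0.22, edgeR adjusted p = 0.000216) and 1.7 at 10 days (SE 0.25, edgeR adjusted p = 0.00188). Vacuolar cation/proton exchanger 1a (CN01_11G000630) did not pass the test. It stood at 0.14 at 4 h (SE 0.64, edgeR adjusted p = 0.904), with a sign that depended on the setting, and 1.12 at 6 days (SE 0.63, edgeR adjusted p = 0.219). At 6 days 2 of the 5 were higher (3 adjusted over the list alone) and at 10 days 1 (4 adjusted over the list alone). That table holds only genes selected on these libraries, so the counts are not independent evidence of a direction. The call of B-box 24 in the tall was lost without tall 0 h replicate 2 (-0.62, edgeR adjusted p = 0.135), 4 h replicate 1 (-0.87, 0.0721) or 4 h replicate 3 (-0.84, 0.105). In the dwarf it was lost without dwarf 0 h replicate 2 (-0.96, edgeR adjusted p = 0.063) or 4 h replicate 3 (-1.31, 0.0538), and with only the dwarf libraries in the fit (-1, 0.147).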

In fact, sodium may, under some circumstances, utilize potassium channels^77,78^. Moreover, the polypeptide presents a DIRFSY motif, reminiscent to the Na^+^-sensitive motif DxRxxH^79^. This gene on chromosome 1 is orthologous to AKT2 in *Arabidopsis*^80,81^ expressed thorough the entire plant^82^ (see Fig. 6f). 

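AKT2 (CN01_01G020060), a potassium channel of the Shaker family, lies on chromosome 1 of the Hainan Tall assembly of the paper, from 110243997 to 110254521. It was lower at 4 h in both varieties. In tall leaves it was 204 ± 123 FPKM (SD, n = 3) at 0 h, 58.9 ± 28.4 (SD, n = 3) at 4 h, 374 ± 201 (SD, n = 3) at 6 days and 481 ± 70.5 (SD, n = 2) at 10 days. In dwarf leaves it was 245 ± 110 FPKM (SD, n = 3) at 0 h, 75.7 ± 20.9 (SD, n = 3) at 4 h, 422 ± 134 (SD, n = 3) at 6 days and 727 ± 76.5 (SD, n = 2) at 10 days.
The change at 4 h was -1.73 on the log2 scale in the tall (SE 0.43, edgeR adjusted p = 0.00887) and -2.18 in the dwarf (SE 0.46, edgeR adjusted p = 0.00551). At 6 days the tall value was 1.22 (SE 0.42), just past the threshold (edgeR adjusted p = 0.0471), and a fit with the leaf as a block gave 1.19 (adjusted p = 0.0631). At 10 days the value was 1.14 (SE 0.48) and did not pass the test (edgeR adjusted p = 0.148), whereas a fit to the tall libraries alone gave 0.78 (adjusted p = 0.0317).
The 3 tall libraries at 0 h ranged from 131 to 346 FPKM. In the tall the library of flow cell AW was the highest at 0 h (345.6), 4 h (91.02) and 6 days (605.5). Both tall libraries of 10 days were on AW, and the FPKM means are not adjusted for the flow cell. The dwarf did not show this order. Its AV library was the highest at 6 days (570) and lay between the AW libraries at 4 h. Without tall 0 h replicate 2 the 4 h value was -1.36 (edgeR adjusted p = 0.0511). The 6-day call was lost in 15 of the 22 fits that leave out 1 library (lowest value 0.86, edgeR adjusted p = 0.239, without tall 6 d replicate 3). It was also lost without the flow cell (1.21, adjusted p = 0.0832) and by limma on log2(FPKM + 1) (0.9, adjusted p = 0.0917) and on log2(FPKM + 0.1) (0.91, adjusted p = 0.0956). The dwarf value at 4 h was -1.53 with only the dwarf libraries in the fit (edgeR adjusted p = 0.126).

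**Figure D4:**
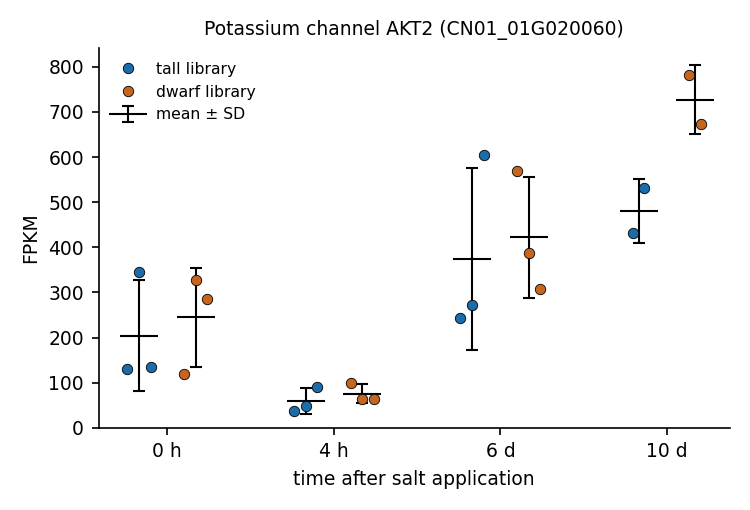
AKT2 expression (FPKM) in each leaf library of Hainan tall and Aromatic dwarf by time, where points are libraries and bars give the mean and SD (n = 3, or 2 at 10 days). The tall libraries lie between 37.3 and 91 FPKM at 4 h and between 431 and 531 at 10 days, and the dwarf libraries between 62.9 and 99.9 at 4 h.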

A protective effect of AKT2 against ionic shocks has been proposed for *Arabidopsis* roots^15^ and this could apply in coconut leaves as well.

## Conclusions

We present here a chromosome-scale assembled coconut genome, which will serve as a reference in subsequent coconut genomic research and breeding programs. It paves the way to studying genomic diversity within a coconut, throwing light on the differences between tall and dwarf coconuts, as illustrated by the CATD sequence^26^ and between the two major genetic groups of coconuts, Pacific and Indo-Atlantic^40^. Combining genomic and phenotypic data will be useful to identify putative genes involved in a QTL as well through a candidate gene approach. The present assembly is an important milestone toward a comprehensive representation of the coconut genome. While the gene-rich portion of the chromosomes (euchromatin) is faithfully represented, low recombination rates in the repeat-rich portion (heterochromatin) prevented its complete and accurate assembly. Methods such as Hi-C and optical mapping will be needed to enrich it.

We demonstrated a close synteny between coconut and oil palm, exhibiting 13 large synteny blocks covering most of their genomes. Our results confirm the palm evolution scenario proposed in Murat et al.^49^ in its broad lines while enriching it. Further paleogenomics research involving more species such as date palm is expected to complete the reconstruction of the ancestral genome of palms. Our results can also be exploited in breeding and in ecology; both resemblances and differences are of interest. While overall synteny allows results obtained in one species to be transferred to the other, differential gene amplification may help to pinpoint the evolutionary strategy involved in adaptation to different environments. We expect such an approach to be useful in further research on the mechanism of salt resistance in coconut and other crops. The results of a preliminary experiment suggest that coconut tree responds to salt stress by mobilizing a number of signaling pathways to trigger metabolic functions ranging from the elimination of reactive oxygen species to the Na^+^/K^+^ homeostasis and the closure of stomata in response to increased osmotic pressure.

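Most clock genes fell at 4 h in the dwarf as in the tall, while heat shock genes moved both ways in the dwarf too. Of the 12 clock and CONSTANS-like genes, 10 fell and 1 rose in the dwarf (10 and 1 adjusted over the list alone). LHY (CN01_07G008390) stood at -3.01 (SE 0.21, edgeR adjusted p = 2.03e-07) and CONSTANS-LIKE 2 (CN01_01G005950) at -6.38 (SE 0.59, edgeR adjusted p = 3.05e-06). As in the tall, the hour of the day and salt cannot be told apart for the clock genes. Of the 29 heat shock proteins and co-chaperones, 18 fell and 4 rose (19 and 4 adjusted over the list alone). The class II protein (CN01_scaffold007600G000070) fell by 6.64 (SE 0.36, edgeR adjusted p = 5.35e-09). Of the 35 cytosolic ribosomal proteins, 14 were higher at 4 h and none was lower (22 and 0 adjusted over the list alone). The study chose the genes of these lists on the tall libraries. Their counts are not independent evidence of a direction in the tall or of a difference between tall and dwarf.
In the dwarf 32 of 54 genes of the light reactions fell at 4 h and 1 rose (43 and 1 adjusted over the list alone). There, 18 of 25 genes of the Calvin cycle and photorespiration fell and none rose (23 and 0 adjusted over the list alone). Over both lists the median log2 CPM was 8.68 in dwarf 0 h replicate 1, against 9.22 and 9.34 in the others of 0 h and 8.39 to 8.48 at 4 h. Without that library 30 and 21 genes fell. The lowest numbers were 17 of the 54 without dwarf 4 h replicate 3 and 10 of the 25 without dwarf 0 h replicate 2. Ferredoxin (CN01_11G004210), which passes electrons on from photosystem I, fell by 2.74 (SE 0.38, edgeR adjusted p = 0.00025). Chlorophyll a-b binding protein 2 (CN01_03G010640) fell by 2.19 (SE 0.26, edgeR adjusted p = 6.46e-05). Phosphoribulokinase (CN01_07G003390), an enzyme of the Calvin cycle, fell by 2.7 (SE 0.36, edgeR adjusted p = 0.000175). The change at 4 h, tall minus dwarf, had a median of 1.06 over the light reactions and 1.32 over the Calvin cycle and photorespiration. In the edgeR test of that difference 2 of the 54 and none of the 25 passed over all genes. Both sets of values include the tall libraries on which the genes were chosen. On the log2(FPKM + 1) scale limma passed none of either over all genes. At 6 days 34 of the 54 were higher in the dwarf and 1 lower (43 and 1 adjusted over the list alone), and 19 of the 25 were higher (22 adjusted over the list alone). Among them was a photosystem II protein psbY (CN01_scaffold065881G000010, 1.96, SE 0.27, edgeR adjusted p = 0.00178). Of the ribosomal proteins, 10 were lower at 6 days (13 adjusted over the list alone). Among them were L9 (CN01_08G008030, -1.34, SE 0.22, edgeR adjusted p = 0.00369) and S15a (CN01_16G007570, -1.32, SE 0.21, edgeR adjusted p = 0.00322). At 10 days the ethylene synthesis gene 1-aminocyclopropane-1-carboxylate synthase 8 (CN01_10G005660) rose by 2.34 (SE 0.34, edgeR adjusted p = 0.00396). This comparison is between flow cells in the dwarf.
By edgeR, 2457 genes changed in the dwarf at 4 h (1094 higher, 1363 lower), 1502 at 6 days (821 higher, 681 lower) and 1507 at 10 days (759 higher, 748 lower). Of these, 1298, 935 and 641 were also called in the tall, 1289, 931 and 641 of them in the same direction. Independent lists would share 119 higher and 133 lower genes at 4 h, 92 and 67 at 6 days and 38 and 23 at 10 days. The observed numbers were 617 and 672, 603 and 328, and 403 and 238. Across genes, which are not independent replicates, the changes of tall and dwarf had a Pearson correlation of 0.58 at 4 h, 0.57 at 6 days and 0.67 at 10 days (Spearman 0.54, 0.56 and 0.63). On the log2(FPKM + 1) scale the median change of all genes in the dwarf was -0.27 at 6 days and -0.28 at 10 days. Limma on that scale called 391 genes higher and 2300 lower at 6 days and 431 higher and 1857 lower at 10 days. 
Counts depended on single libraries. At 4 h they were 1324 and 1359 without dwarf 0 h replicates 2 and 3, and 1572 and 968 without dwarf 4 h replicates 1 and 3. At 6 days they were 703 and 818 without dwarf 0 h replicates 1 and 3, and 123 without dwarf 6 d replicate 1. At 10 days they were 445 without dwarf 0 h replicate 1, 982 without tall 4 h replicate 3, and 81 and 357 without dwarf 10 d replicates 1 and 2. With only the dwarf libraries in the fit, the counts were 618, 484 and 436, and without the flow cell 2773 at 6 days and 3514 at 10 days.
From what it calls a preliminary experiment, the paper proposes that coconut responds to salt through several signaling pathways. It names effects on reactive oxygen species, sodium and potassium balance and stomata.

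**Figure D5:**
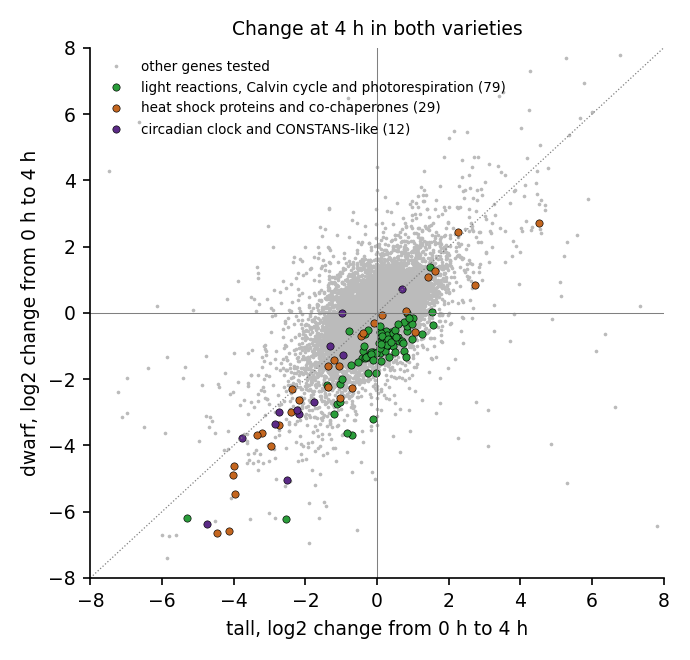
Log2 change from 0 h to 4 h in Hainan tall (horizontal axis) and Aromatic dwarf (vertical axis) for the genes tested by edgeR, with 3 groups of genes in color and a dotted line where both changes are equal (3 genes lie outside the axes). Clock and heat shock genes that fell in both varieties lie at the lower left, some of them below the dotted line. Most photosynthesis genes also lie below it.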

Finally, we spotted a recent invasion of the coconut genome by transposable elements, which may point toward a dramatic reduction of the coconut population size due to the fluctuation of ocean levels at the beginning and at the end of the Pleistocene glaciations.

## Methods

### Construction of a high definition linkage map

#### Mapping population

A mapping population was produced at CNRA (Côte d’Ivoire). It is a BC_1_ using the Malayan Yellow Dwarf (MYD) as a recurrent parent. The other parent was an elite palm (P994) of the West African Tall (WAT), chosen for its good combining ability with the MYD^83^. The F_1_ hybrid between P994 (male parent) and MYD palms was planted in 1993 and a single progeny (115 02 24) was used as a pollen donor to produce the backcross. The MYD is self-pollinating and can be treated as a pure line^84^, thus multiple individuals of this cultivar could be used as mother palms in order to speed up the process. Pollination was conducted under an isolation bag from April to October 2013. Seed nuts were collected, identified by a unique number, and raised in a polybag nursery before planting in October 2016.

#### Genotyping

Total genomic DNA extractions were performed manually by grinding fresh leaves using liquid nitrogen and MATAB^85^ method. DNA samples were quantified with a Fluoroskan Ascent FL fluorometer (Thermo Fisher Scientific, Waltham, MA, USA). Genomic DNA quality was checked using agarose gel electrophoresis. Out of 320 progenies, 292 passed a legitimacy test based on 15 SSR markers (CnCirH7, CnCirE10, CnCirB12, CnCirC7, CnCirF2, CnCir C5, CnCirE2, CnCirE12, CnCirB6, CnCirA9, CnCirA3, CnCir H11, CNZ40, CnCirG11, CnCirC12) whose characteristics can be found in Tropgene DB^86^. A genomic library was prepared using PstI-MseI (New England Biolabs, Hitchin, UK) restriction enzymes with a normalized 200 ng quantity of DNA per sample. The procedures published by Elshire et al.^87^ were followed; however, the common adapter was replaced to be complementary to MseI recognition site. Digestion and ligation reactions were conducted in the same plate. Digestion was conducted at 37 °C for 2 h and then at 65 °C for 20 min to inactivate the enzymes. The ligation reaction was done using T4 DNA ligase enzymes (New England Biolabs, Hitchin, UK) at 22 °C for 1 h, and the ligase was then inactivated by heating at 65 °C for 20 min. Ligated samples were pooled and PCR-amplified (18 cycles). The PCR-amplified libraries were purified using the Wizard PCR preps DNA purification system Promega (Madison, USA) and verified with the Agilent D5000 ScreenTape (Santa Clara, USA).

Single-end sequencing of 150 base-pair reads was performed in a single lane at the GeT-PlaGe platform in Toulouse, France in several batches. The first one in January 2016 (single reads of 100 bp on Illumina Hiseq 2500), two others in May 2016, this time yielding single reads of 150 bp on Illumina Hiseq 3000. Parents were replicated to ensure SNP detection and high-quality parental information for the estimation of marker segregation types. The MYD parent was included as a control in all batches, while P994 hybrid parent was only present in the batches sequenced in May. In total, they were repeated six and ten times, respectively. Based on sequencing statistics, 240 progenies were retained for bioinformatics analysis. Five fastq files were produced from the three batches (6 plates in total) and analyzed with TASSEL-GBS^33^ pipeline V5.2.29 (see Supplementary Fig. S12 and Supplementary Table S1) on the Cirad HPC data center of the South Green Bioinformatics platform resulting in 631,283 SNP variants assigned to 7903 scaffolds (VCF file 9× read depth).

In an effort to enrich the map with large scaffolds, the allele calling was repeated, targeting only 368 of the largest scaffolds as yet unmarked and using the Process-Reseq pipeline. This time, we used the following programs: demultiplex.py program available at https://github.com/timflutre/quantgen; arcad_hts_1_cutadapt_in_chain.pl and arcad_hts_2_Filter_Fastq_On_Mean_Quality.pl, which are part of Arcad-hts^88^, available at https://github.com/SouthGreenPlatform/arcad-hts; and finally process_reseq.1.0.py pipeline and VcfPreFilter.1.0.py program. which are part of the VcfHunter^89^ package, available at https://github.com/SouthGreenPlatform/VcfHunter. The parameters and summary outcome are in Supplementary Table S2.

This additional procedure initially identified 8,846,296 variants, of which 71,677 SNPs on 365 scaffolds were selected.

The first filter with a binomial test was applied (VcfFilter.1.0.py), leading to 17,548 SNP markers assigned to 3017 scaffolds for TASSEL-GBS (71,677 SNPs on 365 scaffolds for VcfHunter, see Supplementary Table S3). The parameters were:

- Minimal read number of minor allele to call variant heterozygous (1).
- Criteria to score data points: if the proportion of the minor allele is below 0.01, the locus is scored as homozygous. If it is above 0.1, it is scored as heterozygous. In between, missing data are generated.
- P-value threshold to keep a marker (1e-20).
- Maximal missing data proportion per marker (0.5).

In the process of constructing the data matrix, a further filtering process was conducted using a R^90^ markdown procedure. The Tassel_to_J pipeline R and its tutorial are available at https://github.com/SouthGreenPlatform/Curation-GBS-data. The criteria were missing data <25% per individual and <20% per marker (see Supplementary Table S4). The procedure further discarded markers based on redundancy, abnormal segregations, and discordant segregation between markers of the same scaffold (outliers), and performed imputation and genotyping error correction at the scaffold level). After a final manual curation, the number of useful markers was reduced to 8402 SNPs, located on 2303 scaffolds (79 of which resulted from the Process-Reseq procedure. They belong to 49 large scaffolds totaling 41 Mb). In the process, the number of useful individuals was reduced to 216.

#### Map construction and scaffold anchoring and enrichment

Genotypes were coded as follows: “a” for the MYD parent, “h” for the heterozygote, and “u” for missing data, and the resulting genotyping matrix was imported into JoinMap 4.1 software to compute the recombination rate and LOD score and to identify linkage groups. JoinMap is efficient software to group individual loci into linkage groups and construct a linkage map, however, it is unable to handle scaffolds on which the order of markers is known a priori. For this reason, scaffolds assigned to each linkage group were ordered using Scaffhunter^36^ using LOD scores on the HPC data center in order to build the AGP and fasta files of the pseudomolecules (see Supplementary Table S5).

#### Computing linkage distance in presence of genotyping errors

A well-known problem with GBS maps results from the accumulation of genotyping errors, which result in grossly overestimated recombination distances. Even if this rate is low (<1% in our case) they are cumulated over the numerous loci obtained with this technique, resulting in unrealistic linkage distances. To alleviate this problem, we applied the same imputation and genotyping error correction procedure as above, but at the linkage group level and calculated linkage distances based on corrected data. Cirad R markdown code is available at https://github.com/SouthGreenPlatform/Curation-GBS-data.

#### Recombination, protein gene, and marker landscapes

Plots on Supplementary Fig. S4 were produced with an R markdown procedure. For the recombination landscape, we used a table with the positions of the markers on the chromosome (in base pairs) and the distance to the previous market in cM). The latter is converted into a stair-step function using the “cumsum” function. This function is smoothed and estimated at 1 Mb intervals using “loess” and “predict” functions. The result is differentiated numerically: (*f*(*x* + 1)−*f*(*x* − 1)/2) where *x* is the position in Mb and *f* the smoothed function. For the first and the last marker of a chromosome, the derivatives become *f*(1) − *f*(0) and *f*(*x*_max_) − *f*(*x*_max_ − 1), respectively.

The same procedure is applied for the marker landscape except that the distances between markers are replaced by 1. For protein genes, the positions of the genes are used instead of the marker position.

#### Locating locus under selection and estimating selection pressure

A strong selection in favor of homozygous genotypes was detected in chromosome Cn15. In order to locate the selected gene, we modeled the segregation disequilibrium as a linear function of the linkage distance between a given locus and the locus under selection. Specifically, the expected frequency of heterozygotes at a locus (*F*_*ab*_) is

$$F_{ab} = \frac{{100 \times d}}{e} \times \frac{{1 - s}}{{1 + s}}$$

where *d* is the estimated distance (in cM) to the locus at which selection occurs; *s* is the relative fitness of heterozygotes (the fitness of a homozygote being equal to 1 by convention), and *e* is a correction factor taking into account possible discrepancies between the estimated and actual map lengths. These three parameters were jointly estimated using an iterative non-linear minimization procedure. We estimated graphically plausible values and improved them by minimizing the sum of squares of the differences between the observed and expected values of *F*_*ab*_ over all loci using function nlm() of R language. Cirad R markdown code is available at https://github.com/SouthGreenPlatform/Curation-GBS-data.

#### Estimated insertion times of LTR retrotransposons

To estimate the insertion times for the full-length LTR retrotransposons in the *C. nucifera* and *Phoenix dactylifera* genomes, intact LTR retrotransposons (contained the 5′ and 3′ LTR sequences of the retrotransposons) were identified de novo using LTR_STRUC with default parameters. Then the 5′ and 3′ LTR sequences of retrotransposons were aligned using MUSCLE^91^, and the distance *K* between them (the average number of substitutions per aligned site) was calculated with Kimura two-parameter model using the distmat program implemented in EMBOSS v6.5.0 (see URLs). The insertion time *T* was calculated as *T* = *K*/(2 × *r*), where r represents the rate of nucleotide substitution, which was set based on a mutation rate of 7 × 10^−9^ per site per year.

This takes in account the substitution rate in palms estimated as 2.61 × 10^−9^ for ADH^92^ and the fact that TEs are known to evolve two to three times faster than genes^93^.

#### Ks analysis

Pairs of paralogous genes were identified by filtering the BlastP alignments between coconut polypeptides annotated on scaffolds, allowing a minimum of 30% identity and a minimum of 40% coverage and are represented in Circos^94^ (Fig. 1). Several best hits are allowed for each protein. The synonymous mutation rate (Ks) was calculated for each pair of paralogues using the paml software^95^. The distribution of the natural logarithm of the Ks was plotted. This distribution was analyzed with Emmix software^96^. We tested 1–10 components with Emmix software and repeated the EM algorithm 100 times with random starting values, and 10 times with k-mean start values. The decomposition in components with the lowest Bayesian information criterion value was selected for subsequent analysis. The distributional peaks suggested by Emmix were verified with SiZer software^97^ according to the significant slope changes. Emmix was used again to obtain the number of peaks confirmed by SiZer, the groups of Ks were represented in a dot plot in R (Supplementary Fig. S5).

#### Identifying pre-*p*-WGD ancestor

Synteny blocks between the paralogous regions of coconut pseudochromosomes were determined with DRIMM-synteny software^98^. In total, 13 blocks of duplication were identified in the oil palm genome, we also identified these duplicate blocks using the orthology between these species in the coconut paralogous and syntenic regions. The ancestral chromosomes of the pre WGD p were reconstructed from these 13 blocks with MGRA software^50^. These ancestral chromosomes were verified by manual verification. The ancestral chromosomes are represented in a dot plot (Supplementary Fig. S6).

#### Orthology between coconut and oil palm

In parallel, the coconut polypeptides were blasted onto the *Elaeis guineensis* proteome of the NCBI Reference Sequence (RefSeq) database^99^, annotation release 100, in order to exploit synteny based on coconut best BLASTP hit (BBH). The best hit for coconut proteins was identified as the alignment with the highest identity and coverage of coconut protein. These results were filtered to discard oil palm proteins exhibiting multiple homology relationships. Results are represented in the form of a dot plot where each dot corresponds to a pair of orthologous protein sequences (Supplementary Fig. S7).

#### Signaling pathways involved in response to salinity stress

A salt-stress experiment was conducted on coconut palms seedlings in a greenhouse at the Coconut Research Institute (CRI), Wenchang City, Hainan CHINA. Leaf samples were collected for transcriptome analysis. A sampling at time point 0 was used as a control and further samples were taken at 4 h, 6 days, and 10 days after NaCl treatment. The coconut seedling used in this study is about four to 5-months old with about 50 cm in height in a container located in the greenhouse. The seedlings were irrigated with 1/4 strength of Murashige and Skoog (MS) enriched with 200 mM NaCl (about a third of the salt concentration of seawater) weekly. The experiments were done in three replications (three seedlings), but only two samples per variety were available for 10 days.

Varieties used are Hainan tall (BD) which was been used for genome sequencing and aromatic dwarf (XS).

A sampling at 0 time point was used as a control, samples were taken at 4 h, 6 days, and 10 days after 200 mM NaCl treatment. The RNA samples were collected from three different leaves but one to two samples were missing for 10-days sampling.

The growth medium was kept wet during treatment. The A1, A2, and A3 were collected on different leaves (all the samples named A1 are dependent samples collected on the same leave).

#### RNA extraction and sequencing

RNA was isolated by modified CTAB methods. Briefly, about 60 mg of plant tissue was ground in liquid nitrogen into a fine powder and transferred into the tubes contained preheated CTAB buffer with 2% of beta-mercaptoethanol. After 20 min incubation at 65 °C, the mixture was centrifuged at 12,000 × *g* for 5 min. The following procedure was applied: transfer upper phase into a new tube and for each ml of supernatant add 200 μL of chloroform:isoamyl alcohol (24:1, v/v), mix using vortex. after centrifugation at 12,000 × *g* for 5 min, transfer the upper phase into a new 2.0-ml tube and add an equal volume of phenol:chloroform:Isoamyl alcohol (25:24:1, v/v), and mix by vortex. After centrifugation at 12,000 × *g* for 5 min at 4 °C, the upper phase was transferred into a new 2.0-ml tube and add an equal volume of chloroform:isoamyl alcohol (24:1, v/v), mix by vortex. Transfer upper phase into a new 1.5-ml tube after centrifuging at 12,000 × *g* for 5 min at 4 °C, add equal volume isopropanol, and mix by inverting the tube up and down. After leaving the mixture at −20 °C for 1 h, centrifuge at 20,000 × *g* for 20 min to precipitate the pellet and wash the pellet with 75% ethanol. Dry the pellet and dissolve the pellet in 30–50 μL of RNase-free water for the next application.

The total RNA samples were first treated with DNase I to degrade any possible DNA contamination. Then the mRNA was enriched by using the oligo(dT) magnetic beads. Mixed with the fragmentation buffer, the mRNA was fragmented into short fragments. Then the first strand of cDNA was synthesized by using a random hexamer-primer. Buffer, dNTPs, RNase H, and DNA polymerase I were added to synthesize the second strand. The double-strand cDNA was purified with magnetic beads. End reparation and 3′-end single nucleotide A (adenine) addition was then performed. Finally, sequencing adaptors were ligated to the fragments, and sizes from 100 to 500 bps were selected for library construction. The fragments were enriched by PCR amplification. During the QC step, Agilent 2100 Bioanaylzer and ABI StepOnePlus Real-Time PCR System were used to qualify and quantify the sample library. The library products were then sequenced on Illumina HiSeqTM 4000 with SE50.

#### Processing of the RNA-Seq data

RNA-Seq analyses were done following the workflow described in Supplementary Fig. S13. Primary sequencing data produced by Illumina HiSeqTM 4000 was subjected to quality control (QC). After QC, raw reads were filtered into clean reads which were aligned to the reference sequences. If the alignment result passed QC, the clean reads were processed with downstream analysis including gene expression and deep analysis based on gene expression (PCA/correlation/screening differentially expressed genes and so on). Clean reads were mapped to genome reference (scaffolds) using BWA^100^ and to gene reference using Bowtie^101^. In this analysis, both alignment tools were used to assess transcriptome, genome, and gene annotation quality. Bowtie was also used as part of RSEM^102^ (RNA-Seq by Expectation Maximization) gene expression quantification workflow.

Differentially expressed genes were screened using Noiseq method according to the following criteria, A gene was considered upregulated (resp. downregulated) at a given time (4 h, 6 days, or 10 days) if three conditions were simultaneously met:

- The mean level of expression (FPKM) at the considered time was at least (resp. at most) 100.
- This level was at least twice (resp. at most half) the level at the initial time.
- The probability of a significant difference is at least 0.8.

We considered several types of differentially Ea+ or Ea- labels were assigned to genes if they were upregulated or downregulated at 4 h. Likewise, received labels La+ or La− if they were upregulated or downregulated at either 6 days or 10 days. These “early” or “late” regulation labels could be combined eg. Ea−La+. Finally, we considered a gene as constitutively highly expressed (labeled CHE) if its level of expression exceeded 350 and was not differentially expressed. Only differentially expressed and CHE genes are included in Supplementary Tables S3 and S5.

We distinguished nine classes of temporal expression patterns and assigned 66 expression classes numbers (ECN): genes having the same ECN have similar putative functions and expression profiles

The hierarchical clustering of the expression patterns was performed by R using the Z-scores of the normalized read counts and represented in a heatmap using gplots and RColorBrewer libraries. R markdown code (heatmap-cluster_02.rmd) is available at https://github.com/SouthGreenPlatform/Myrtaceae-RNASeq-scripts.

#### Signaling pathway and gene family analysis

We looked for coconut gene which is orthologous to genes involved in five signaling pathways reported in previous studies^7,9,71–73^: osmotic stress signaling transduced by the abscisic acid-dependent (ABA) or independent (ABAi) pathways, the reactive oxygen species (ROS) pathway, the ionic stress signaling based on Ca^2+^/phospholipase C (Ca^2+^/PLC) and on salt overly sensitive genes (SOS) pathway. Following previous studies, we treated the calmodulin (CaM) pathway, which exerts the same kind of regulation, together with SOS. In addition, not having found differential expression in the SOS pathway, we considered the Shaker family where AKT2 is differentially expressed.

The gene family analysis consisted in phylogenomic and synteny analyses of six genomes: coconut V1, RefSeq annotation release 101 for date palm (assembly GCF_000413155.1_DPV01), oil palm (GCF_000442705.1_EG5) and rice (GCF_001433935.1_IRGSP-1.0), banana V2^36^, Arabidopsis TAIR10^103^ using workflows “GenFam: Hmmer Multi Species”, “GreenphylDB for proteins” and “GenFam: Visualisation” of the South Green Galaxy instance: http://galaxy.southgreen.fr/galaxy/workflow/list_published. The last one uses the InTreeGreat^104^ visualization web interface integrating the synteny and differential expression results along a phylogenomic tree (Fig. 6 and Supplementary Figs. S10 and S11c, e). The preliminary syntenic analysis, based on GoGe Synmap^105^ workflow, could predict the type of duplication such as whole-genome duplications (WGD). The differential expression was represented by red or blue squares (low or high expression respectively) (downregulated gene) and blue (upregulated gene) squares disposed of in six columns: (1) tall 4 h, (2) tall 6 days, (3) tall 10 days, (4) dwarf 4 h, (5) dwarf 6 days, (6) dwarf 10 days.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3-8

Reporting Summary

## Data Availability

The final assembly and annotation are deposited in DDBJ/EMBL/GenBank under the following identifiers: SUBID: SUB5865736, BioProject: PRJNA374600, BioSample: SAMN06328965, Accession: VOII00000000, Organism *Cocos nucifera*. The genetic map, mapping population genotypes, genome sequence, and annotation can be obtained and viewed at http://palm-genome-hub.southgreen.fr/. Transcriptomic data (RNA-Seq and differential expression) are available under GEO Superseries Accession GSE134410. Mapping population GBS data are available under BioSample accessions: SAMN15659886 to SAMN15660159 and SRA runs 15085388 to 15085437.

How the deposited data were processed for this re-analysis (not part of the article)

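Leaf RNA of 2 coconut varieties, Hainan tall and Aromatic dwarf, was sequenced in 22 libraries: 3 per variety at 0 h, 4 h and 6 days and 2 per variety at 10 days after treatment with 200 mM NaCl. Samples were grouped by the variety and time in their labels. The expected counts were made by the authors, who aligned the clean single-end reads to the gene reference with Bowtie and ran RSEM. The FPKM values were deposited in the same tables and come from the authors' RSEM run, scaled by gene length and by the number of reads. The authors aligned reads to the scaffolds with BWA. No version of these tools is given in the sources used here. The tables list only genes with a count above 0, and a gene missing from a table was counted as 0.

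Expected counts were rounded to whole numbers. Of 25247 genes listed in any library, 18840 passed filterByExpr of edgeR over the 8 groups of variety and time. Libraries were scaled by TMM, and the quasi-likelihood F test of edgeR 4.0.16 (R 4.3.3) was run with the 8 groups and the flow cell in 1 fit. Each later time was compared with 0 h within a variety, the change from 0 h was compared between the varieties, and the varieties were compared at 0 h. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 within a comparison. Standard errors were taken as the absolute log2 fold change divided by the square root of F. The common biological coefficient of variation was 24% and the fit had 13 residual degrees of freedom. The flow cell term called 6 genes.

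The total expected count was 2977359 to 3445467 per library. Between replicates, the Spearman correlation was 0.928 to 0.966, and the lowest chi-square per gene was 5.98, where 1 is counting noise. The first principal component held 39.1% of the variance and the second 12.3%. The test was tried on simulated counts for the 22 libraries, with the mean of each gene taken over all of them. Changes were put only into the tall libraries of 4 h. No other effect of group, flow cell or leaf was simulated. Of the simulated genes, 18372 passed the filter. The test of tall 4 h against 0 h recovered 35% of 100 genes changed 2-fold and 79% of 100 genes changed 4-fold. Of its 119 calls, 5 were false (4.2%).

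The methods state that samples with the same number are from the same leaf, and this was checked on residuals from the group means. Samples of the same number had a mean correlation of 0.23 in the tall (0 to 0.35, 13 of 15 pairs above 0.1), against -0.11 for other pairs. In the dwarf the mean was 0.08 (-0.33 to 0.35, 8 of 15 pairs above 0.1), against -0.04 for other pairs. Residuals sum to 0 within a group, so the mean for other pairs largely follows from that for the same number and is no separate check. A fit with the leaf as a block was run as an alternative.

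Named genes followed a rule: genes that the paper names in its section on salt, genes of the pathways in Supplementary Data 6, the 10 rising and 10 falling genes with the largest change among called genes with a mean FPKM of at least 10 and a product name, up to 4 members of each list with the smallest adjusted p, and at most 2 unnamed genes in each direction. The values in Supplementary Data 6 had been seen when the rule was set. There were 16 lists, drawn from the product names and pathways in that table: circadian clock and CONSTANS-like genes, heat shock proteins and co-chaperones, photosynthetic light reactions, the Calvin cycle and photorespiration, cytosolic ribosomal proteins, enzymes of reactive oxygen species, BURP domain and lipid-transfer proteins, cell wall and cytoskeleton, flavonoid and anthocyanin synthesis, wax and very-long-chain lipids, aquaporins, late embryogenesis abundant proteins and dehydrins, protein phosphatases 2C, and the ABA, ROS and SOS pathways of the study.

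The classes of the paper were recomputed in the tall by the criteria of its methods: a mean FPKM of at least 100 for rising genes or at most 100 for falling genes, a change of 2-fold and a NOISeq-type probability of at least 0.8. The probability was computed with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 in Python 3.11.15, with 0.5 in place of 0. Constitutively highly expressed genes had a level above 350 and no differential call.

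The alternatives were a fit without the flow cell, the leaf as a block, DESeq2 1.42.0, limma 3.58.1 on log2(FPKM + 1) and on log2(FPKM + 0.1), no filter on low counts, at least 50 counts in every library of a group, only the libraries of the variety compared (for comparisons of the varieties, of the groups compared), an added log2 fold change of at least 1, and leaving out each library in turn. Other readings of the class criteria were also run. Supplementary Data 7 and 8 were not used here, because the copies are incomplete. Enrichment of gene sets was not analysed here, because the reference table has no product names and Supplementary Data 6 holds only genes selected by the study.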

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

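The test of scaling was chosen after its result was seen, and the other tests in this part before. The paper does not report a test of the difference between the varieties or numbers of changed genes in the dwarf. By edgeR, 11 genes differed between tall and dwarf in their change from 0 h to 4 h, a difference between groups. DESeq2 called 260, the stricter filter on counts 21 and a fit with only the 4 groups compared 0. Of 80 splits of the libraries, 3 gave as many calls, the real one included, but most of them part the libraries of a leaf, which the real one does not. One split gave 67. It keeps tall and dwarf apart at 4 h and mixes them at 0 h, so a difference between the varieties at 4 h enters its count. The 9 other splits that keep the leaves as the real one does gave at most 0. A share under 0.05 cannot be had from these 10. The count was 1 with the leaf as a block. It changed by more than 1.5 times without any of the 22 libraries: it was 212 without dwarf 0 h replicate 1, 155 without dwarf 6 d replicate 1, 75 without tall 0 h replicate 2, 24 without dwarf 6 d replicate 3, and 0 to 7 without each of the other 18.

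The called genes with a product name, as tall minus dwarf, were a putative membrane protein PM19L (CN01_16G001410) with 1.62 (SE 0.26, edgeR adjusted p = 0.0365) and a PRA1 family protein (CN01_04G003840) with -1.45 (SE 0.25, edgeR adjusted p = 0.0418). The others were a putative chlorophyll a-b binding protein (CN01_02G014270) with 1.68 (SE 0.29, edgeR adjusted p = 0.0418) and chlorophyll a-b binding protein 4 (CN01_05G007590) with 1.9 (SE 0.33, edgeR adjusted p = 0.0418). These calls were lost in 16, 17, 18 and 17 of the 22 fits that leave out 1 library, in that order, with edgeR adjusted p up to 0.169, 0.169, 0.181 and 0.19. In the fits that lost the call the values were 1.5 to 1.8, -1.56 to -1.3, 1.46 to 1.8 and 1.73 to 2. The calls were also lost in 2, 1, 4 and 4 of 8 other settings, with adjusted p up to 0.0985, 0.0985, 0.0985 and 0.121. The values there were 1.63 to 1.67, -1.5, 1.59 to 1.69 and 1.86 to 1.87.

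In the dwarf, which the paper describes for single genes, 2457 genes changed at 4 h, 1502 at 6 days and 1507 at 10 days by edgeR. At 10 days the comparison is between flow cells, since the 0 h libraries were all on AV and those of 10 days on AW. Its flow cell term comes from the other groups, and without that term the count was 3514. At 4 h, 1 of 10 splits gave as many calls, the real one, and the highest other gave 11. At 6 days, 1 of 10 splits gave as many, and the highest other gave 521. The splits with 11 and 521 calls put both libraries of a leaf in 1 group. The 3 others that set 1 library of each leaf in each group, as the real one does, gave at most 0 at 4 h and 2 at 6 days. A share under 0.05 cannot be had from 10 splits. The counts without single libraries were 968 at 4 h without dwarf 4 h replicate 3, 1324 and 1359 without dwarf 0 h replicates 2 and 3, and 1572 without dwarf 4 h replicate 1. At 6 days they were 123 without dwarf 6 d replicate 1 and 703 and 818 without dwarf 0 h replicates 1 and 3. At 10 days they were 81 and 357 without dwarf 10 d replicates 1 and 2, 445 without dwarf 0 h replicate 1 and 982 without tall 4 h replicate 3.

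At 0 h, 77 genes differed between tall and dwarf by edgeR (38 higher in the tall, 39 lower), a comparison the paper does not report. DESeq2 called 396, a fit with only the 2 groups compared 0, a fit without the flow cell 40 and limma on log2(FPKM + 0.1) 39. The main fit also draws its spread from later samples of the same leaves, which it treats as independent. Among the 77 were the homeobox-leucine zipper protein HOX6 (CN01_07G006410) with 1.94 (SE 0.35, edgeR adjusted p = 0.0277) and the late embryogenesis abundant protein Lea5 (CN01_scaffold014710G000030) with 1.07 (SE 0.23, edgeR adjusted p = 0.0489). HOX6 was lost in 3 of 22 fits that leave out 1 library (edgeR adjusted p up to 0.224) and in 3 of 8 other settings (up to 0.127), and Lea5 in 15 (up to 0.318) and 3 (up to 0.122). Where the call was lost, HOX6 was 1.66 to 1.9 without 1 library and 1.75 to 1.88 in the other settings, and Lea5 was 0.88 to 1.29 and 1.07 to 1.23. Of 10 splits, 1 gave as many calls, the real one, and the highest other gave 26. That split sets tall replicates 1 and 3 and dwarf replicate 1 apart from the others. With the leaf as a block the count was 155, but each leaf belongs to 1 variety. That fit sets a comparison between leaves against the variation within leaves, so its count is no support for more genes. It was 354 without tall 0 h replicate 2, 316 without dwarf 6 d replicate 1, 138 without dwarf 6 d replicate 3, 8 and 29 without tall 0 h replicates 1 and 3, and 2 and 19 without dwarf 0 h replicates 2 and 3. Without tall 4 h replicates 1, 2 and 3 it was 41, 37 and 25, without tall 6 d replicates 1 and 2 it was 34 and 48, without dwarf 4 h replicates 1 and 3 it was 28 and 43, and without dwarf 10 d replicates 1 and 2 it was 32 and 33.

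At 4 h in the dwarf, 32 of 54 genes of the light reactions were called lower and 1 higher, and 18 of 25 genes of the Calvin cycle and photorespiration were called lower. Without dwarf 4 h replicate 3 the numbers lower were 17 and 13, and without dwarf 0 h replicate 2 they were 24 and 10. Over these 79 genes the median log2 CPM in the dwarf was 8.68, 9.22 and 9.34 in the libraries of 0 h and 8.39, 8.48 and 8.4 in those of 4 h (tall 8.66, 9.15 and 8.83, and 8.99, 9.17 and 9.22). The flow cell is argued against by its median term for these genes, 0.07 (quartiles -0.1 to 0.22). A higher starting level in the dwarf is argued against by the median difference at 4 h, dwarf minus tall, of -0.93 (quartiles -1.13 to -0.73), since the difference at 0 h was 0.28, or 25.2% of the difference of the changes. A scale factor moves every gene of a library alike, so it alone cannot set these genes apart from all genes. On the log2(FPKM + 1) scale the median of these genes was -0.89 (quartiles -1.27 to -0.57) and that of all genes 0.05, a gap of -0.94, and 78 of the 79 lay below the median of all genes. This gap restates the fall itself and is no separate evidence. The study chose these genes on the tall libraries, so values that set the dwarf against the tall depend on that choice. A difference between the varieties in the response to salt stays open as a hypothesis, found and tested on the same libraries. The time of day at sampling, which was not tested here, also stays open.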

How the results depend on the processing

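The alternatives were set before their results were seen. With a log2 fold change of at least 1 added, 1616, 2056 and 1004 genes were called in the tall at 4 h, 6 days and 10 days, 1423 and 812 in the dwarf at 4 h and 6 days, and 51 between the varieties at 0 h, fewer by construction. For the other changes the cause was not tested. Without the flow cell, 2657 genes were called in the tall at 10 days, 2773 and 3514 in the dwarf at 6 and 10 days, and 40 at 0 h. With the leaf as a block, the difference at 4 h had 1 gene and 0 h had 155, where a comparison between leaves is set against the variation within leaves. DESeq2 called 260 and 14 genes for the difference at 4 h and 6 days and 396 at 0 h, and the stricter filter 21 for the difference at 4 h. Limma on log2(FPKM + 1) called 2691 and 2288 genes in the dwarf at 6 and 10 days. Limma on log2(FPKM + 0.1) called 2603 and 2318, with 1 gene for the difference at 10 days and 39 at 0 h. With only the dwarf libraries in the fit, which leaves fewer libraries, the dwarf had 618, 484 and 436 genes. With only the groups compared in the fit, the difference at 4 h and the comparison at 0 h had 0.

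SODCP passed the test of the difference with DESeq2 (1.03). AKT2 at 6 days was 1.21 without the flow cell, 1.19 with the leaf as a block, and 0.9 and 0.91 by limma on log2(FPKM + 1) and log2(FPKM + 0.1), not called, and at 10 days 0.78 with only the tall libraries, called. PP2C 53 at 10 days was -0.01 with the leaf as a block, -0.03 without tall 0 h replicate 3 and -0.01 without tall 10 d replicate 2. Among genes that did not pass the test, the sign turned for CIPK1 at 4 h (-0.02 without the flow cell, -0.05, -0.12 and -0.01 without tall 0 h replicate 1, tall 0 h replicate 3 and tall 4 h replicate 2, highest 0.32), the vacuolar exchanger at 4 h (-0.09 with the leaf as a block, -0.27 and -0.27 by limma, -0.11 with only the tall libraries, -0.05 and -0.54 without tall 0 h replicate 1 and tall 4 h replicate 2, highest 0.77), ascorbate peroxidase 3 at 4 h (0 without the flow cell, highest 0.12 without tall 0 h replicate 2) and PP2C 16 at 6 days (-0.29 and -0.29 by limma, -0.05 with the stricter filter, -0.14 and -0.06 without tall 0 h replicate 3 and tall 6 d replicate 2, highest 0.18).

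Of 19 results refitted with the leaf as a block, 15 kept their direction and side of the threshold. For 70 other values of named genes, 530 of 559 refits under other settings kept both, 19 lost the call, 1 gained it and 9 changed sign. Of their refits without 1 library, 1433 kept both, 95 lost the call, 4 gained it and 8 changed sign. The classes held 740 genes with the level of falling genes judged at 0 h, 2614 with edgeR in place of the probability and 10346 without the probability. Constitutively highly expressed genes numbered 230 with a mean above 350, 348 with any time above 350 and 41 with a probability of at most 0.6 as well.

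Without 1 library in turn, the counts ranged from 2133 to 4215, 2226 to 4344 and 109 to 1767 in the tall at 4 h, 6 days and 10 days. In the dwarf they ranged from 968 to 2857, 123 to 1808 and 81 to 1945. The differences ranged from 0 to 212, 0 to 1 and 0 to 1, and the comparison at 0 h from 2 to 354. SODCP ranged from 1.21 to 1.43 in the tall, 0.15 to 0.46 in the dwarf and 0.85 to 1.2 for the difference. PP2C 53 ranged from -2 to -1.37, -1.22 to -0.59 and -0.03 to 0.44 at 4 h, 6 days and 10 days, and AKT2 from -1.93 to -1.36, 0.86 to 1.59 and 0.92 to 1.62. Complete time courses ranged from 20826 to 21397, the classes from 1527 to 2679 and constitutively highly expressed genes from 128 to 149. Where a group of 2 was left with 1 library, that library is assumed to vary like the other groups. In the simulation, where far fewer genes changed than were called in the data, the test recovered 35% of 2-fold changes. That share need not hold for the data. Genes not called are not shown to be unchanged.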

Differences from the paper's values

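In 5 of 8 classes the numbers differ from the paper's by more than 1.5 times at the criteria its methods state, with the probability recomputed here. The paper's value for Ea- is 77, and 285 genes were found here. For Ea-La- the paper's value is 49 against 182, for La- 140 against 838, for Ea-La+ 17 against 41 and for Ea+La- 7 against 14. With the level of falling genes judged at 0 h, an alternative set before the data were examined, the numbers were 77, 66, 173, 20 and 8, each within 1.5 times the paper's. With edgeR in place of the probability, also set before the data were examined, Ea-La+ (24) and Ea+La- (8) were within 1.5 times the paper's, and Ea- (644), Ea-La- (246) and La- (1357) were not. In the copy of Supplementary Data 6 used here, 222 of the 222 genes of the classes Ea-, Ea-La- and La- have a mean of at least 100 FPKM at 0 h, and 158 have a mean of at most 100 at a time of the fall. With the level judged at 0 h, 698 rows of that copy fell in the class given there, against 615 at the criteria as stated. The recomputed probability was not identical to the one in that copy. Over its genes the median difference was 0.026 at 4 h, 0.034 at 6 days and 0.037 at 10 days in the tall. Both probabilities lay on the same side of 0.8 for 93.5%, 91.1% and 94.0% of these genes. How much this changes the class numbers was not tested.

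The paper states that a PP2C gene of chromosome 14 was lower at all stages. Protein phosphatase 2C 53, the chromosome 14 gene in the copy of Supplementary Data 6 used here, was called lower at 4 h (-1.72) and 6 days (-0.94) and stood at 0.19 at 10 days (edgeR adjusted p = 0.791). It was -0.01 at 10 days with the leaf as a block, -0.03 without tall 0 h replicate 3 and -0.01 without tall 10 d replicate 2, and called in none of them. Its mean FPKM was lower at 10 days (98.5) than at 0 h (110), the direction the paper states, while limma gave 0.01 on log2(FPKM + 1) and 0.02 on log2(FPKM + 0.1). The copy is incomplete, so another gene may be meant.

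The paper states that SODCP was higher at 4 h in the tall but not in the dwarf. Its change passed the test in the tall (1.31) and not in the dwarf (0.25), and the difference between these changes did not pass by edgeR (1.05, adjusted p = 0.111) and passed with DESeq2 (1.03, adjusted p = 0.00473).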

Other observations

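The test of the hour of the day was chosen after the result was seen. Of 4 aquaporins, channels for water, 1 was higher and 2 lower at 4 h in the tall (1 and 2 adjusted over the list alone), and in the dwarf 1 was higher (1 adjusted over the list alone). TIP1-1 (CN01_07G009710) rose by 1.74 in the tall (SE 0.39, edgeR adjusted p = 0.00503) and 1.87 in the dwarf (SE 0.41, edgeR adjusted p = 0.00663), where the call was lost without dwarf 4 h replicate 3 (1.56, edgeR adjusted p = 0.0806). A plasma membrane intrinsic protein (CN01_16G001060) fell by 1.2 in the tall (SE 0.24, edgeR adjusted p = 0.00229). Of 8 late embryogenesis abundant proteins and dehydrins, 2 were higher and 2 lower at 6 days in the tall (3 and 2 adjusted over the list alone). Of 11 BURP domain and lipid-transfer proteins, 2 were higher and 4 lower (2 and 5 adjusted over the list alone). The study chose these genes on the tall libraries, so the counts are not independent evidence of a direction.

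For the tall, 1 of 10 splits gave as many calls at 4 h, the real one with 3885, and the highest other gave 0. At 6 days it was 1 of 10, with 3971 and a highest other of 0. A share under 0.05 cannot be had from 10 splits. By edgeR no gene differed between tall and dwarf in its change at 6 or 10 days, while 1720 and 1381 genes had an unadjusted p under 0.05, against 942 by chance. DESeq2 called 14 at 6 days, and limma on log2(FPKM + 0.1) called 1 at 10 days. Without tall 0 h replicate 2 edgeR called 1 at 6 days, and without tall 10 d replicate 2 it called 1 at 10 days. Of 30 splits, 30 gave as many calls as the real one at 6 days, as any split must when the real count is 0, so the splits decide nothing here. The highest other gave 38, in a split that keeps the leaves as the real one does, and its cause was not tested.

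Of 12 circadian clock and CONSTANS-like genes, 11 fell and 1 rose at 4 h in the tall, and 10 fell and 1 rose in the dwarf. The flow cell is argued against, since within flow cell AV the median change was -1.91 in the tall (2 libraries against 2, quartiles -2.54 to -1.2) and -2.79 in the dwarf (1 against 3, quartiles -3.2 to -1.17). The hour of the day and salt cannot be told apart, because no unsalted leaf was sampled at 4 h. The lowest of the 4 medians at 6 and 10 days was 0.78, so the list was not below the 0 h level at the later times, which the hour of sampling could give. The response to salt stays open in the same way.

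On the FPKM scale more genes fell than rose at 6 days in the tall. The median log2 change was -0.305 as deposited and -0.121 after each library was rescaled to its sum without the 500 genes of highest mean, which removes 60.4% of it. Those genes held at most 38.9% of the FPKM sum in a library of 0 h and at least 47.9% in a library of 6 days. A larger share of the FPKM sum in these 500 genes may therefore account for most of this shift. They were ranked on means that include the 6-day libraries, which favors genes high at 6 days. No biological explanation of the shift was tested.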
